# Hair follicle epithelial stem cells contribute to interfollicular epidermis during homeostasis

**DOI:** 10.1172/jci.insight.193496

**Published:** 2025-07-08

**Authors:** Elnaz Ghotbi, Edem Tchegnon, Ze Yu, Tracey Shipman, Zhiguo Chen, Yumeng Zhang, Renee M. McKay, Chao Xing, Chung-Ping Liao, Lu Q. Le

**Keywords:** Cell biology, Development, Stem Cells

## Abstract

Mammalian skin is a vital barrier with the epidermis serving as its protective outer layer, continually undergoing renewal. Given that loss of the epidermis or its barrier function is lethal for mammals, multiple stem cell populations likely exist for the interfollicular epidermis (IFE), enhancing evolutionary survival. Here, we demonstrate that transcription factor KROX20 marks a heterogeneous stem cell population in the upper and middle mouse hair follicle (HF), partially overlapping with known HF stem cell markers in those regions. Lineage tracing in mice using different reporter lines shows that *Krox20*-lineage cells migrate from the HF to the IFE, contributing to both basal and suprabasal layers during adulthood. Spatial transcriptomics data corroborate our findings. Depletion of epithelial *Krox20*-expressing cells leads to epidermal hyperplasia and a disruption of stratification during homeostasis. Our study highlights the contribution of hair follicle *Krox20*-lineage cells to the IFE and the regulation of epidermal homeostasis.

## Abstract 2

We identify a population of epithelial stem cells marked by the transcription factor *Krox20* whose lineage cells give rise to the interfollicular epidermis.

## Introduction

The mammalian skin functions as a crucial mechanical and biological safeguard. The skin’s epidermis comprises a basal layer with actively dividing cells and several suprabasal layers that undergo differentiation and enucleation as they migrate upward, ultimately leading to the formation of a cornified layer that is eventually shed from the skin surface (1). In maintaining homeostasis, the loss of epidermal cells during terminal differentiation must be precisely compensated for by the generation of new cells in the basal layer. One study suggests that the epidermis is sustained by a single proliferating committed progenitor cell population, where the balance between proliferation and differentiation results from random cell division fates (2). Conversely, another study indicates the presence of 2 distinct populations of epidermal progenitors in the basal layer of the interfollicular epidermis (IFE): a stem cell population and a progenitor cell population, each contributing differentially to the homeostasis of the epidermis (3). Prior research demonstrates that the epidermis and hair follicles (HFs) are maintained by local stem and progenitor cells in a compartmentalized manner during homeostasis (4). Stem cells within the epidermis are primarily located in the basal layer of the epithelium, identifiable by the basal keratins K5 and K14 (5). However, considering that the loss of the epidermis or its barrier function is incompatible with mammalian life (6), the existence of multiple stem cell populations for the IFE is likely, as this would enhance evolutionary survival. We previously reported *Krox20* (*Egr2*) as a marker for a population of epithelial cells in the HF that contribute to the formation of bulge (7) and hair shaft (8). Here, we demonstrate that *Krox20*-lineage cells also contribute to the IFE during homeostasis, introducing *Krox20*^+^ stem cells as a population contributing to both HF and IFE.

## Results

### Krox20-expressing cells are a heterogeneous population of epithelial stem cells in the upper HF.

KROX20 is a zinc finger transcription factor critical for the development and homeostasis of multiple tissues. Previous studies have documented the presence of *Krox20* in HFs during embryogenesis and early development, initiating at E14.5 (8, 9). Employing *Krox20-GFP* mice (which recapitulate endogenous *Krox20* expression; ref. 10) to visualize the expression of GFP, and using a KROX20 antibody in immunofluorescence assays, we demonstrated that *Krox20* is expressed predominantly in the HF infundibulum, spans from the upper to middle regions of the telogen and anagen HFs, and extends to the sebaceous glands (7) (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.193496DS1). This expression pattern within the HFs, coupled with its spatial colocalization with established stem cell markers such as *Lrig1* and *Lgr6* (4, 7), implies a substantial level of heterogeneity within this stem cell pool.

To investigate this further, we conducted single-cell RNA-Seq (scRNA-Seq) on *Krox20*^+^ cells from epidermal cells of the skin of P5 *Krox20-GFP* mice. The analysis revealed 10 distinct clusters with differentially expressed genes, confirming the heterogeneity of *Krox20*^+^ cells (Figure 1A). Cell type annotations based on known gene markers identified basal and differentiating keratinocytes, upper HF, and sebaceous glands (Figure 1B). This distribution corresponded to the expression domain in the upper HF and sebaceous gland as shown in our immunofluorescence assays (Supplemental Figure 1, A and B) (7). As expected, *Krox20* expression overlapped with known upper and middle HF stem cell markers, particularly with *Lrig1*, *Lgr6*, *GATA6*, and *Krt79* and, to a lesser extent, *Sca1* (Figure 1, C and D). Additionally, *Nestin* expression was largely absent from these *Krox20*^+^ populations, with only a very small fraction of cells showing coexpression. Given that *Nestin* expression has been reported in the bulge region (11, 12), this minimal overlap confirms that *Krox20* is not expressed in the bulge (Figure 1, C and D).

### Krox20-lineage cells contribute to IFE during homeostasis.

To trace the lineage fate of *Krox20*^+^ cells, we generated an inducible *Krox20-CreERT*–knock-in mouse line as previously described (7). We used CRISPR/Cas9 to insert *CreERT* after exon 2 of *Krox20* following a P2A linker, thus keeping *Krox20* expression/function intact. We then bred *Krox20-CreERT* mice with *R26-tdTomato* reporter mice to generate *Krox20-CreERT; R26-tdTomato* mice. We excluded the potential for leakiness in this mouse line, as no *tdTomato* signal was observed in the absence of tamoxifen treatment (7) (Supplemental Figure 1C). However, a challenge in lineage tracing a heterogeneous population of cells is that performing the tracing at the clonal level, such as labeling a single cell and tracing its progeny, may not accurately represent the true capabilities or characteristics of the broader population of cells, even with multiple replicates.

In our lineage tracing analysis with *Krox20-CreERT; R26-tdTomato* mice, we induced labeling to the extent that we observed most *Krox20*-expressing cells labeled at the onset of our lineage tracing analysis (Figure 2, A and B). This approach ensures that the full range of behaviors/fates that are possible in the entire population of *Krox20*-expressing cells will be captured. Therefore, mice were induced with 40 μg 4-hydroxytamoxifen at P1, and their skin was subsequently examined at different time points, spanning from 3 to 119 days after induction (Figure 2A). At P4, 3 days after induction, *Krox20*-lineage cells were confined to the expression domain of *Krox20* in the upper and middle regions of the anagen HF. However, *Krox20*-lineage cells were detected in the bulge and IFE by P30, and the contribution of lineage-traced cells to these regions increased in subsequent hair cycles (Figure 2A).

When tamoxifen induction was initiated later in development at 8 weeks of age, which corresponds to the second long and synchronous telogen phase of the hair cycle (P55–P56), and HFs were examined 3 days later, the *tdTomato*-expressing cells remained confined to the upper and middle telogen HFs (Figure 2B; P58), closely resembling the “live” expression pattern observed with *Krox20*-GFP (Supplemental Figure 1A). The lineage cells were detectable in the IFE by 30 days (Figure 2B; P85) and were expanding by 59 days after gavage (Figure 2B; P114). By 18 weeks after induction, the lineage cells were detected in both the bulge and IFE (Figure 2B; P175). When tamoxifen induction was performed following multiple hair cycles at P98–P101, the *tdTomato*-expressing cells remained confined to the upper and middle telogen HFs when examined 2 days after induction (Figure 2C; P100). Subsequently, these cells extended down the HF, partially reaching the bulge region by 11 weeks (Figure 2C; P175). By 16 weeks after induction, the lineage cells expanded their occupancy of the bulge while also contributing to the IFE (Figure 2C; P210). These findings provide conclusive evidence that *Krox20*-lineage cells continue to populate the postnatal IFE perinatally and throughout adulthood. The quantification of *Krox20*-lineage cells labeled by *tdTomato* in the IFE in *Krox20-CreERT; R26-tdTomato* mice induced at P1, P55, and P98 is shown in Supplemental Figure 2, A–C, respectively.

Immunostaining of *tdTomato* together with IFE markers, including K14 for the basal layer and loricrin (LOR) for the suprabasal layers of IFE, revealed the colocalization of *Krox20*-lineage cells with both basal and suprabasal layers of IFE (Figure 3, A and B). This suggests the migration of *Krox20*-lineage cells from the HF to the basal layer of IFE, where they subsequently undergo differentiation, migrate to the suprabasal granular layer, and express Lor. Furthermore, *Krox20*-lineage cells colocalize with the Ki67 proliferation marker in the basal keratinocytes of IFE and HFs, indicating that *Krox20*-lineage cells contain actively cycling cells (Figure 3C). Lineage tracing using *Krox20-Cre; R26-tdTomato* mice yielded similar findings, with *tdTomato* labeling the upper part of the HFs during the perinatal period (late gestation E18.5 and early postnatal P5), before migrating to the IFE by P30 (Supplemental Figure 3, A and B). Our lineage tracing findings provide strong evidence that *Krox20*-lineage cells in the IFE originate from the HF. Given that epithelial *Krox20*^+^ cells represent a subgroup of embryonic *K14*^+^ cells (8), this finding suggests that *Krox20*-lineage cells may reactivate *K14* expression once they migrate to the basal layer of the IFE to contribute to skin homeostasis.

### Comprehensive validation of lineage tracing interpretation through multiple alternative approaches.

Our lineage tracing studies revealed that *Krox20*-expressing cells within the HF contribute to the IFE. However, interpreting such data requires caution, as previous studies have shown discrepancies in marker and/or reporter expression. For instance, *Lgr6*^+^ cells, initially believed to be a stem cell marker of the HF isthmus, were reported to contribute to the formation of the HF, sebaceous gland, and IFE (13). However, later studies reported the expression of *Lgr6* in IFE and sebaceous glands, questioning the validity of the lineage tracing results in the initial study (4, 14). Additionally, another study demonstrated the detection of YFP in the basal layer of the IFE 1 week after induction using *Involucrin-CreER; R26-YFP* mice, despite the absence of involucrin protein expression in the immunostaining assay (3). Therefore, there remains the possibility that very low levels of *Krox20*, and consequently *CreERT*, are expressed in the IFE but fall below the detection capability of our current methods, leading to the detection of *tdTomato* in the IFE rather than the migration of *Krox20*-lineage cells.

To address this concern and confirm the interpretation of our lineage tracing data, we took a multipronged approach to rule out this possibility. Utilizing the tamoxifen-inducible *Krox20-CreERT* line for lineage tracing adds a layer of confidence that the labeling of the IFE, which begins long after tamoxifen administration (a month after the tamoxifen induction at P1 and 112 days after the induction at P98), represents the migration of *Krox20*-lineage cells and is not due to the expression of *CreERT* in these regions.

However, even with inducible *CreERT* lines, a low level of leakiness/ background activity of basal *CreERT* is possible, which could result in reporter activation occurring independently of tamoxifen induction (15). In this regard, reporter lines such as *mTmG* and *R26-YFP* were shown to be more faithful reporters, exhibiting a higher recombination threshold for basal *CreERT* leakage compared with *R26-tdTomato* (15). While the possibility of background activity of *CreERT* in our *Krox20-CreERT; R26-tdTomato* was already excluded (7) (Supplemental Figure 1, C and D), to confirm the interpretation of our lineage tracing findings obtained using the *R26-tdTomato* reporter line, we repeated these experiments using *R26-YFP* reporter mice. These mice were administered a single dose of 4-hydroxytamoxifen (at P3) and subsequently underwent skin analysis at 2 different time points: 14 days and 43 days after induction. At 2 weeks after tamoxifen treatment, the *Krox20*-lineage cells in the *Krox20-CreERT; R26-YFP* mice were predominantly localized to the upper HF (Supplemental Figure 4A). However, by P43, the *Krox20*-lineage cells were detected at the bulge and IFE regions (Supplemental Figure 4B). These findings confirm the results obtained from the lineage tracing experiment conducted with *Krox20-CreERT; R26-tdTomato* mice. Of note, all lineage tracings conducted with *Krox20-CreERT* and the 2 different reporter lines (*R26-YFP* and *R26-tdTomato*) consistently demonstrated that the labeling of the IFE initiates/extends from the HF “mouth.” From this point, the labeling extended contiguously, marking the IFE. This labeling pattern is consistent and reproducibly observed, providing a robust basis for our observation regarding the HF origin of a specific subset of stem cells within the IFE.

We further evaluated the contribution of *Krox20*-lineage cells to IFE when lineage tracing is initiated at various yet overlapping ages, using the inducible *Krox20-CreERT; R26-tdTomato*. When tamoxifen induction was performed perinatally (at P1), *Krox20*-lineage cells were observed in the IFE by P30 (Figure 2A). However, the contribution of these lineage-traced cells to these regions increased in subsequent hair cycles (Figure 2A). When tamoxifen induction was performed between P98 and P101, *Krox20*-lineage cells were primarily detected in the upper HF at 2-days after induction, with virtually no presence in the bulge and IFE (Figure 2C). Conversely, in mice at a similar age (P100), but induced at P1, *Krox20*-lineage cells were already detected at bulge and IFE regions (Figure 2A). The difference between these results demonstrates that the *tdTomato* signal detected in the bulge and IFE reflects the progeny of *Krox20*^+^ cells, rather than representing live *Krox20* expression in these regions. Conducting the lineage tracing in *n* ≥ 4 replicates and consistently detecting *tdTomato* signal within the IFE at approximately the same time points among the replicates strengthens our claim that *Krox20*-lineage cells in the IFE migrated upward from the HF.

Previous research has revealed fate plasticity for various epidermal stem cells in response to injury or during wound healing (16, 17). To exclude the possibility of microwounds or small abrasions from mouse scratches, influencing the migration of *Krox20*-lineage cells to IFE, female and male mice — housed separately in cages without cohabitation — were utilized for a number of replicates for lineage tracing assays in this study.

To further ensure the accuracy of our lineage tracing results and to avoid potential overinterpretation due to *CreERT* expression in the IFE, we employed spatial transcriptomics to analyze the precise expression pattern of *Krox20* and *CreERT*. Dorsal skin samples were collected from *Krox20-CreERT; R26-tdTomato* mice at P38 (*n* = 3), induced at P2, with each mouse corresponding to 1 skin section per slice (Figure 4A). This approach identified 12 clusters of cells with differentially expressed genes (Figure 4B). 

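The spatial data came from Visium slides, on which RNA released from a tissue section binds to barcoded spots, so that each count keeps the position of its spot. A spot is wider than a cell and can hold several cells of different types. Mice carried *CreERT* at the *Krox20* locus and a *tdTomato* reporter, and 40 μg of 4-hydroxytamoxifen was given at P2. Frozen dorsal skin was cut at 10 μm, and 4 slices were analyzed, each with sections of the same 3 mice. The slices are therefore technical replicates, and the SD between them does not cover differences between mice. The legend of Figure 4 states that a further section was left out by the authors for its distorted structure. Which deposited spots it would correspond to is not given, so the spots of all 4 slices were used, and the values here can include tissue that the paper left out. The authors deposited unique molecular identifier (UMI) counts per gene and spot, made with Space Ranger, without normalization and for spots over tissue alone. The slices held 26910422, 24128004, 21384253 and 19393026 UMIs over 1650, 1752, 1556 and 1462 spots. Spots with fewer than 250 detected genes were left out, the minimum the paper gives for its scRNA-Seq, which removed 9 of 6420 spots. The median spot of the remaining 6411 held 12618 UMIs. Medians per slice were 14627, 11989, 11937 and 11662 UMIs, so that replicate 1 was the deepest. Counts were normalized for the total of each spot and clustered in Seurat without *Krox20*, *Nestin*, *Lrig1* and *tdTomato*, so that these genes did not define the regions in which they were measured. Expression levels are given as CPM, the UMIs of a gene relative to all UMIs of the same spots. *CreERT* was not analysed here.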

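A clustering resolution of 0.9, the lowest in steps of 0.05 that gave 12 clusters, was used. Clusters were named as regions from marker lists fixed before the data were examined, whereas the number of markers a name required, 4 with a log2 fold of at least 1, was set after the clusters had been seen. The IFE-like region was a single cluster of 852 spots, with *Lor*, *Krt10* and *Krt1* among its 10 leading genes. A pair of clusters made up the upper HF-like region (991 spots), and *Cidea* and *Scd3* were among the leading genes of the smaller one. The marker list of this region covers the sebaceous gland as well as the infundibulum and isthmus, so the region mixes them. The outer root sheath-like region held 1066 spots, the matrix and hair shaft-like region 687 and the muscle-like region 753. The other 5 clusters stayed unnamed. Of the spots in 1 outer root sheath-like cluster, 97.1% came from replicate 1, and this cluster did not form at a resolution of 0.6. Its leading genes included *Krtap19-1*, *Krtap19-2* and *Krtap19-3*, which are hair shaft genes, so its name is less certain than that of the larger outer root sheath-like cluster. Others of its leading genes, *Slc45a3*, *Slc4a1*, *Atp2c2*, *AU018091*, *Gpx2* and *Gabrp*, also led the larger cluster. The larger cluster held 58 spots of replicate 1 and 235 to 249 of each other slice, so it was sparse where the smaller one formed.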

Cluster 2 was identified as the IFE (Figure 4B); however, due to the resolution limitations of the technique, we were unable to distinguish between basal and suprabasal layers within the IFE as well as the bulge area from the nearby middle HF regions. 

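Shares of spots with a UMI could not separate the layers. *Krt14*, a basal gene, was found in each of the 852 IFE-like spots, but also in 99.3% ± 1.14 of muscle-like spots (SD, n = 4 slices). *Lor*, a suprabasal gene, was found in 99.0% ± 0.143 of IFE-like and 69.5% ± 5.86 of muscle-like spots. With every spot reduced at random to 5500 UMIs, muscle-like spots still held *Krt14* in 92.0% ± 0.762 and *Lor* in 39.7% ± 5.98. Finding both genes in a spot is therefore no measure of mixed layers. The IFE-like and upper HF-like regions also shared markers. Of the 10 listed upper HF markers, *Krt79*, *Gata6* and *Defb6* reached 132%, 128% and 234% of their upper HF-like level in IFE-like spots. The other 7 lay between 54.9% and 93.3%.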

The spatial feature plot of *CreERT* expression in different regions of HF and skin is shown in Figure 4C. The dot plot in Figure 4D illustrates the expression of *CreERT* and *Krox20*, along with other IFE markers (*K14*, *K15*, *K1*, *Sca1/Ly6a*, *Thy1*, and *loricrin*), *Lrig1* (a marker of the upper HF), and *Nestin*, (11, 12) in different clusters. 

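Average expression was scaled across the 12 clusters of the re-analysis as a dot plot scales it, with values limited to 2.5. In the IFE-like cluster *Lor* and *Krt1* reached this limit, and the scaled averages were 2.03 for *Thy1*, 1.75 for *Krt15*, 1.43 for *Ly6a* and 0.46 for *Krt14*. *Krt14* was instead highest in an outer root sheath-like cluster, at 1.21. The highest scaled average of *Lrig1*, 1.80, was in the larger upper HF-like cluster, where 71.4% of spots held a *Lrig1* UMI. *Nestin* peaked at 1.35 in the matrix and hair shaft-like cluster, with 37.7% of spots positive. These values describe clusters over all slices and have no replicate error.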

Our analysis of *Krox20* expression in the IFE revealed that approximately 35% of cells in cluster 2 exhibited *Krox20* expression (scaled average expression of 0.43) (Figure 4D). 

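*Krox20* is listed as *Egr2* (ENSMUSG00000037868), a gene on chromosome 10 from 67535475 to 67542188 in GRCm38. A *Krox20* UMI was found in 35.7% ± 4.98 of IFE-like spots (SD, n = 4 slices). By slice, the shares were 35.1% (exact 95% binomial interval 29.3% to 41.3%), 35.3% (29.0% to 42.1%), 30.1% (23.5% to 37.3%) and 42.2% (35.1% to 49.5%), with intervals that cover counting error alone. Free RNA can place UMIs in spots whose cells do not express a gene, and the muscle-like region gave 17.2% ± 1.95. Its spots were deeper, with a median of 14095 UMIs against 8842.5 in IFE-like spots. At 5500 UMIs per spot, *Krox20* was found in 23.1% ± 4.44 of IFE-like and 6.64% ± 0.720 of muscle-like spots, after 139 and 15 shallower spots had been left out. This reduction moved the IFE share more than any other alternative. At the same depth, a small unnamed cluster that also carried muscle markers held *Krox20* in 22.2% ± 8.73 of spots (n = 3 slices), with 70 shallower spots left out. The scaled average of *Krox20* was 0.59 in the IFE-like cluster, and 0.58 ± 0.23 when scaled within each slice.

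**Figure D1:**
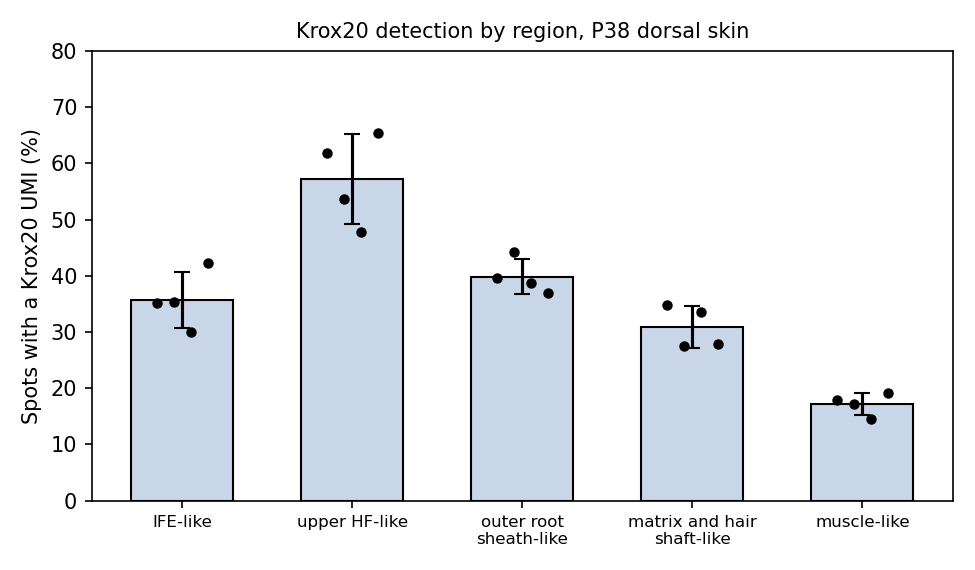
Share of spots with a *Krox20* UMI (percent, y axis) in 5 regions of P38 dorsal skin. Bars are means, error bars SDs and points the 4 slices; IFE-like spots averaged 35.7% and muscle-like spots 17.2%.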

The dot plot demonstrates a correlation between *Krox20* and *CreERT* expression across various clusters, with *CreERT* expression levels being lower than those of *Krox20* (Figure 4D). This aligns with the immunostainings performed with CRE antibody on the skin sections from *Krox20-CreERT; R26-tdTomato* mice induced at P1 and analyzed at P22 (Supplemental Figure 5A), and P37 (Supplemental Figure 5B); these analyses showed low intensity of CRE signals. Notably, no CRE staining was detected in the IFE at P37, the time point when the IFE was labeled by *tdTomato* (Supplemental Figure 5B).

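*Nestin* (*Nes*, ENSMUSG00000004891) lies on chromosome 3 from 87971078 to 87980451 in GRCm38. It reached 29.5 ± 4.22 CPM in the outer root sheath-like region (SD, n = 4 slices) and 31.0 ± 5.50 in the matrix and hair shaft-like region. The level was 19.0 ± 1.43 in the upper HF-like and 14.0 ± 0.146 in the IFE-like region. Outer root sheath-like spots exceeded upper HF-like spots in 4 of 4 slices by a log2 ratio of 0.63 ± 0.33 (exact two-sided sign-flip permutation test at its smallest possible p with 4 slices, which does not reach 0.05). With 16 clusters this ratio was 0.26, the largest move among the alternatives. Muscle-like spots gave 18.9 ± 4.17, a spread that covered the upper HF-like level. The IFE-like level was lower, and unnamed clusters ranged from 5.53 ± 0.822 to 29.1 ± 3.82 CPM. Muscle-like spots are therefore not a floor for *Nestin*, and their level does not show that upper HF-like *Nestin* is background. The outer root sheath-like clusters differed, with 32.0 CPM in the larger and 20.9 in the one found in replicate 1.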

Importantly, *Nestin* expression was detected in clusters corresponding to lower and mid-HF regions. 

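Over all 6411 spots, 2140 held a *Krox20* UMI, 1449 a *Nestin* UMI and 543 both. *Nestin* was present in 25.4% ± 0.525 of *Krox20*-positive spots (SD, n = 4 slices). Spots of the same cluster and depth were then compared, which gave a Mantel-Haenszel odds ratio of 1.15 for finding both genes in a spot, from 0.987 to 1.31 among slices. On the log2 scale this was 0.20 ± 0.18, above 0 in 3 of 4 slices, and an exact sign-flip permutation test with 4 slices cannot reach 0.05. Without these classes the odds ratio was 1.26. Positions differed between the genes. In steps on the spot grid from the nearest IFE-like spot, *Krox20* was highest at step 1 in each slice, at 82.8 ± 10.4 CPM, and fell to 24.9 ± 3.78 at step 4. *Nestin* was 17.4 ± 1.09 at step 1 and 32.4 ± 2.80 at step 3. A spot holds several cells, so presence in one spot does not show expression in one cell.

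**Figure D2:**
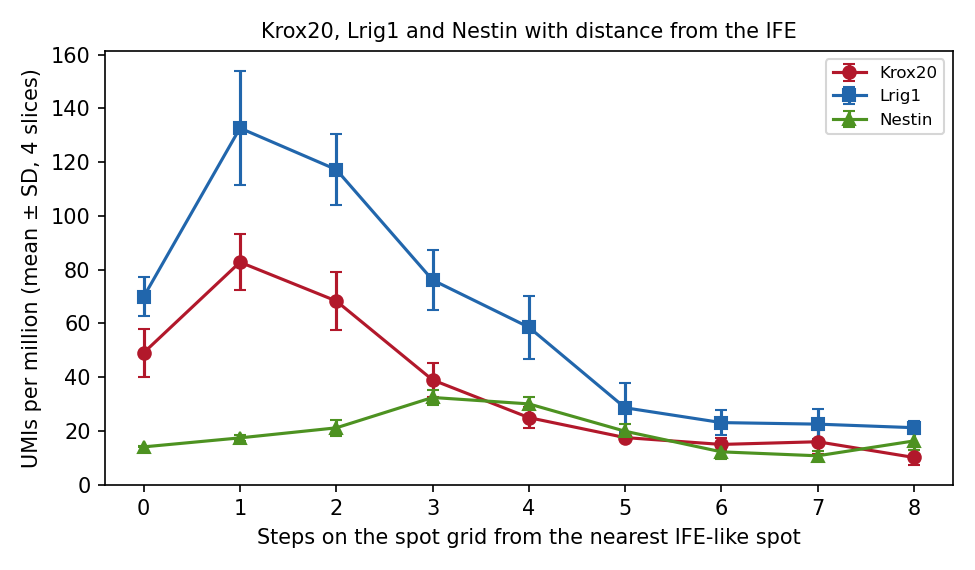
CPM (y axis, mean ± SD of 4 slices) of *Krox20*, *Lrig1* and *Nestin* against the number of steps on the spot grid from the nearest IFE-like spot (x axis). *Krox20* averaged 82.8 at step 1, and *Nestin* averaged 32.4 at step 3.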

While *Krox20* and *Nestin* showed limited coexpression, their spatial expression patterns were largely distinct (Figure 4D), suggesting that they mark separate cell populations within the follicle consistent with our scRNA-Seq data in Figure 1, C and D.

Previous studies have suggested decreased protein expression at the position downstream of P2A in bicistronic constructs (18). Therefore, the lower expression level of *CreERT* compared with *Krox20* is likely attributed to the design of the *Krox20-CreERT* line, which contains *CreERT* downstream of a P2A linker (7). 

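*Krox20* was highest in the upper HF-like region, at 90.6 ± 15.1 CPM (SD, n = 4 slices), with a UMI in 57.2% ± 7.94 of spots. Over all slices, the larger upper HF-like cluster had 99.0 CPM and the smaller one, with sebaceous genes, 64.4. In the outer root sheath-like region the share was 39.8% ± 3.05. Levels were 49.1 ± 8.95 CPM in the IFE-like, 23.2 ± 2.64 in the matrix and hair shaft-like and 13.3 ± 2.92 in the muscle-like region. The IFE-like and outer root sheath-like regions did not differ beyond the spread of the slices, with a log2 ratio of -0.04 ± 0.27 in CPM. In the 5 unnamed clusters, the mean share of spots with a *Krox20* UMI lay between 14.5% and 27.7%, with 1 of these clusters measured in 3 slices. These are *Krox20* values, since *CreERT* was not analysed here.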

While *tdTomato* labeling was observed extending from the HF mouth in the IFE at this age (Figure 4E; P38), the dot plot analysis indicated that *CreERT* expression was restricted to the main expression domain of *Krox20*, which is in the upper HF, and was absent from other regions of the epidermis, including the IFE (scaled average expression of 0.28) (Figure 4D). This observation rules out the possibility of unintended activation of *tdTomato* due to the background activity of *CreERT* and provides strong evidence that, while *Krox20* is expressed at low levels and in a subset of cells in the IFE, *tdTomato* labeling of the IFE represents *Krox20*-lineage cells that have migrated from the HF upward to contribute to the IFE.

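UMIs were summed per slice and region and compared with edgeR's quasi-likelihood test. *Krox20* was higher in the upper HF-like than in the IFE-like region, with a log2 fold change of 0.88 (standard error 0.13, adjusted p = 3.7e-06 from edgeR with Benjamini-Hochberg adjustment over *Krox20*, *Nestin* and *Lrig1*). The direction was the same in 4 of 4 slices. The test treats slices as replicates, and these are sections of the same 3 mice. Across the alternatives, the log2 fold change lay between 0.82 and 1.14, with the largest value at 16 clusters. The IFE-like region in turn exceeded the muscle-like region by 1.81 (standard error 0.16, adjusted p = 1.4e-10 from the same edgeR test). The paper takes the restriction of *CreERT* to the upper HF as strong evidence that *tdTomato* in the IFE represents *Krox20*-lineage cells that moved upward from the HF, while granting low *Krox20* expression in part of the IFE. The *CreERT* values were not analysed here.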

The conclusion from our lineage tracing studies is directly supported by a recent study demonstrating that cells from the upper HF progressively integrate into the IFE and modulate skin barrier function (19). This independent validation strengthens our findings and confirms the HF as a cellular reservoir for the IFE, reinforcing the validity of our observations.

### Krox20-lineage cells do not contribute to volar skin.

In both humans and mice, the majority of skin surfaces are associated with HFs, with major exceptions being the hairless and thickened skin of the palm and sole (volar skin). Since *Krox20*^+^ cells mark a population of epidermal stem cells within the HF, we performed lineage tracing in volar skin of *Krox20-CreERT; R26-tdTomato* mice, inducing at P1 and analyzed at 11 months (Figure 5A) as well as inducing at P55 and analyzing at P158, to determine whether *Krox20*-lineage cells are detected in volar epidermis. We observed a distinct discontinuation of *Krox20*-lineage cells at the junction of hairy and hairless IFE (Figure 5, A and B), suggesting that the *tdTomato* labeling of the IFE has a HF origin. These findings show that *Krox20*^+^ cells exclusively serve as the stem cells for hairy epidermis and suggest the existence of other stem cell populations within the IFE that are responsible for maintaining the homeostasis of volar epithelia.

### Krox20^+^ cells are indispensable for skin homeostasis.

To determine the effect of ablating *Krox20*^+^ cells on the skin during homeostasis, we eliminated *Krox20*-expressing cells in the skin by breeding mice with the *Krox20-lox-Stop-lox-DTA* (*Krox20-DTA*) knock-in allele (10) with a *K14-CreERT* line (20), generating *Krox20-DTA; K14-CreERT* mice. In this model, *Krox20*-expressing cells of the *K14* lineage express diphtheria toxin A (DTA) and are ablated upon gavage with tamoxifen. Using this model, we ablated epithelial *Krox20*-expressing cells in the skin of mice at P32, which approximately corresponds to the time point when *Krox20*-lineage cells begin migrating to the IFE (Figure 6, A and B). The analysis of the skin 9 days after the ablation at P32 (P41), showed that depletion of *Krox20*-expressing cells resulted in hyperplasia of the epidermis (Figure 6, A and B). To determine the cause of epidermal hyperplasia in these mice, we first analyzed the basal cell marker K14. Strikingly, K14 was expressed in the entire epidermis of mutant mice, and the K14^+^ layer was markedly thicker. We then explored the effect of *Krox20*^+^ cell deletion on the bulge, as well as the basal and suprabasal layers of IFE by immunostaining for K15, a marker for both the bulge and basal layer of stratified epithelium (21, 22), and LOR, a marker of suprabasal granular cells. Notably, the elimination of epithelial *Krox20*^+^ cells led to the loss of *K15*^+^ epidermal stem cells in IFE (Figure 6A). In control epidermis, the LOR layer exists as a discrete layer superficial to the K14^+^ basal layer (Figure 6B). However, in the absence of *Krox20*^+^ cells, the LOR layer overlapped with the K14 layer within the suprabasal layer (Figure 6B). These findings demonstrate that the loss of *Krox20*^+^ cells disrupts normal epidermal stratification and suggest an essential role for *Krox20*-expressing cells in maintaining skin homeostasis in adulthood.

A potential contributing factor to the epidermal hyperplasia observed in our model may be an inflammatory response triggered by HF degeneration. To explore this possibility, we conducted immunofluorescence analyses targeting specific immune cell markers, CD3 for T cells, CD4 for Th cells, CD8 for cytotoxic T cells, and IBA1 for macrophages (Supplemental Figure 6, A–D). Among these, only IBA1 staining showed a notable increase, indicating enhanced macrophage presence in the dermis of *Krox20-DTA; K14-CreERT* mice. In contrast, we found no substantial evidence of infiltration by other immune cell types. These results point toward a localized macrophage response rather than a broad immune cell recruitment. Whether this macrophage accumulation is a driving factor in the development of hyperplasia or a downstream effect of tissue disruption remains an open question that warrants further investigation.

### KROX20 expression regulates cell fate determination by preventing epithelial differentiation.

Given the epidermal hyperplasia phenotype observed as the result of ablating *Krox20*^+^ cells in *K14*-expressing cells, we investigated the functional role of KROX20 in epithelial cells by overexpressing *Krox20* in vitro. The pLVX lentiviral expression vector containing mouse *Krox20* cDNA and IRES-ZsGreen1 and its corresponding control vector, which expresses only ZsGreen, were used for transfection to overexpress *Krox20* in HEK293T and human hair follicular keratinocyte (HHFK) cells.

In HEK293T cells, overexpression of *Krox20* caused morphological changes by 5 days after transfection, resulting in a more rounded morphology (Figure 7A). However, by 23 days after transfection, the overexpressing cells regained a normal morphology identical to that of the control cells (Figure 7A). However, due to the lack of proliferation in *Krox20*-overexpressing HHFKs, analysis of HHFK cells beyond 4 days after transfection was not possible (Figure 7B).

We hypothesized that the observed morphological change in HEK293T cells could indicate that the cells were undergoing either apoptosis or a change in cell identity. To assess apoptosis, we evaluated the levels of apoptotic markers BIM and Cleaved Caspase-3. Western blot analysis demonstrated a lower level of these apoptotic markers in *Krox20*-overexpressing HEK293T cells compared with their control counterparts (Figure 7C). Interestingly, *Krox20*-overexpressing HHFKs also caused downregulation of the apoptotic markers within 4 days after transfection (Figure 7C). To investigate if the cells were undergoing an identity change, we evaluated the expression level of various epithelial versus mesenchymal markers using quantitative PCR (qPCR) (Figure 7D). The *Krox20*-overexpressing HHFKs cells showed varying expression levels of these genes, including a significant upregulation of *Snail1*, *Twist1*, and *Notch1*, regulators of epithelial-mesenchymal transition (EMT) (23–26), and a downregulation of *E-Cadherin*, a marker of epithelial cells (27, 28) (Figure 7D). While these results do not establish a direct role for endogenous KROX20, they raise the possibility that *Krox20* overexpression may influence pathways involved in epithelial differentiation and survival, warranting further investigation in more physiologically relevant systems.

## Discussion

In this study, we showed that transcription factor KROX20 marks a population of stem cells expressed in the upper and middle HF that contribute to IFE. Interestingly, our research indicated that depletion of *Krox20*^+^ cells of the *K14* lineage leads to hyperplasia, marked by a clear expansion of *K14*^+^ cells, and aberrant differentiation/stratification of the IFE in adult mice (Figure 6). This suggests that *Krox20*-lineage cells play an important role in maintaining proper epidermal homeostasis. One potential explanation for the observed epidermal hyperplasia is the presence of other resident stem cell populations in the IFE that either counteract or overcompensate for the loss of *Krox20*-lineage cells.

Previous studies have demonstrated that HF stem cell populations can contribute to IFE regeneration, but this has mostly been observed under nonhomeostatic conditions (29–32). The most compelling evidence for the absence of HF lineage cells in the IFE comes from *Shh-* and *Sox9-*lineage tracing analyses (33, 34). In these studies, the majority of the HF is labeled, indicating the presence of lineage cells, while the IFE remains unlabeled. These findings, however, can be reconciled with our results. In the case of *Shh-*lineage analysis, a notable observation is the absence of these cells in the majority of the infundibulum (34), the dominant region of *Krox20* expression in the HF. This suggests that the unlabeled cells may actually represent *Krox20*^+^ cells with the capacity to regenerate the IFE. On the other hand, starting at approximately P8, *Sox9*-lineage cells encompass the majority of the HF, including the infundibulum (33), which likely includes *Krox20*^+^ and lineage cells. Notably, the reported lineage tracing in their study does not extend beyond P21, leaving open the possibility of subsequently detecting *Sox9*-lineage cells in the IFE during prolonged analyses. This observation would align with our results, wherein *Krox20*-lineage cells are not detected in the IFE until approximately P30–P40. Given the marked heterogeneity of *Krox20*-expressing cells observed in our scRNA-Seq data, we propose that not all *Krox20*-expressing cells possess the same degree of multipotency. It is conceivable that only a subset of *Krox20*^+^ cells contributes to the IFE and differs from those contributing to the HF. For this reason, labeling most cells with varying multipotencies at the onset of lineage tracing may more accurately determine the fate of this heterogeneous cell population. Conversely, conducting lineage tracing at the clonal level may not accurately reflect the full capabilities or characteristics of the broader cell population, even when multiple replicates are performed. This discrepancy may contribute to the differences observed in our lineage tracing results with *Krox20-CreERT* in this study compared with the *Lrig1-CreERT* line reported by Page et al. (4), despite the extensive overlap between these 2 stem cell populations (Figure 1C and Figure 4D). 

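In the spatial data, *Lrig1* (ENSMUSG00000030029, chromosome 6 from 94604529 to 94700158 in GRCm38) was found in 3036 of 6411 spots and together with *Krox20* in 1255. Of the *Krox20*-positive spots, 58.8% ± 4.05 held a *Lrig1* UMI (SD, n = 4 slices), and 41.3% ± 2.01 of the *Lrig1*-positive spots held a *Krox20* UMI. Within clusters and depth classes, the odds ratio for both genes in a spot was 1.30, from 1.19 to 1.46 among slices and above 1 in 4 of 4 (exact two-sided sign-flip permutation test at its smallest possible p). Without these classes it was 1.99, and with every spot reduced to 5500 UMIs it was 1.11, a log2 value of 0.14 ± 0.23 that lay within its spread of no association. *Lrig1* was higher in the upper HF-like than in the IFE-like region by a log2 fold change of 1.00 (standard error 0.097, adjusted p = 1.5e-08 from edgeR with Benjamini-Hochberg adjustment).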

As part of our future research directions, we intend to differentiate between these distinct populations of *Krox20*^+^ cells through additional lineage tracing experiments.

Our findings hold important implications for future studies to understand mechanisms that regulate epidermal homeostasis. In addition, our findings set the stage to investigate the contributions of *Krox20*^+^ cells and their lineages in skin health and disease, with potential applications for skin repair following injury and burns.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Mice.

*Krox20-Cre* (35) (strain no. 025744), *K14-CreERT* (36) (strain no. 005107), *R26-tdTomato* (strain no. 007914), and *R26-YFP* (Strain no. 006148) mice were purchased from The Jackson Laboratory. *Krox20-flox-GFP-flox-DTA* mice (10) were a gift from Patrick Charnay (Mondor Institute for Biomedical Research, Creteil, France) and Piotr Topilko (Institut de Biologie de l’Ecole Normale Supérieure, Paris, France); *Krox20-flox-GFP-flox-DTA* functions as a knock-in allele, where GFP acts as a reporter for the *Krox20* promoter in the absence of Cre. When Cre is present, GFP is excised, and DTA is expressed to ablate the cells (10). In our study, we utilized *Krox20-GFP* to show the live expression of *Krox20*, while *Krox20-DTA* was employed when Cre was introduced to target and ablate *Krox20*^+^ cells. *Krox20-CreERT* mice were generated by the Children’s Research Institute (CRI) Transgenic Core at UT Southwestern.

### Immunostaining.

For immunofluorescence staining, frozen sections or paraffin sections after deparaffinization, rehydration, and antigen retrieval were used. The primary antibodies used in this study were: CD3 (B67, ab16669, Abcam), CD4 (ab183685, Abcam), CD8α (PA5-81344, Invitrogen), GFP/YFP (1020, Aves Labs), IBA1 (019-19741, Wako), CRE (NB100-56133, Novusbio), K14 (NBP234675B, biotin-labeled, Novus), K15 (ab52816, Abcam), Ki67 (15580, Abcam), KROX20 (PRB-236P, Covance; 27814, Invitrogen; or 13491-1-AP, Protein Tech), LOR (905101, BioLegend), and RFP/tdTomato (600-401-379S, Rockland). For immunofluorescence staining, the primary antibodies were visualized using secondary antibodies or streptavidin labeled with Cy3 or Alexa Fluor 488 (Jackson ImmunoResearch), with DAPI (Vector Labs) used for nuclei counterstaining.

### Microscopy.

Fluorescence microscopy images were captured using an Olympus fluorescence microscope (Model IX73) and the cell Sens Standard software (version 1.8). Image processing was conducted using Adobe Photoshop CS6 (version 13.0.1 x32), with adjustments limited to overall brightness/contrast and multicolor channel overlay. Statistical analysis was carried out using GraphPad Prism 8.

### Preparation of spatial transcriptomics libraries.

Tissue optimization for mice at P38 was performed using Visium Spatial Tissue Optimization Slide & Reagent Kit (PN-1000193) following the manufacturer’s protocol (document no. CG000238_VisiumSpatialGeneExpression). Fresh-frozen skin tissues from 3 *Krox20-CreERT; R26-tdTomato* mice at P38 were cut into 10 μm sections and placed on slides from the Visium Spatial Gene Expression Slide & Reagent kit (10X Genomics, PN-1000187), fixed, H&E stained, and imaged following the manufacturer’s instructions (document no. CG000160, 10X Genomics). Whole-slide digital images of full tissue sections were taken at 20× magnification using a Zeiss Axioscan.Z1 slide scanner in the Whole Brain Microscopy Facility at UT Southwestern Medical Center (RRID:SCR_017949), and images were visualized with Zeiss Zen Lite software (Blue version). Tissue permeabilization was performed for 12 minutes using Visium Spatial Tissue Optimization Slide & Reagent Kit (PN-1000193). Sequencing libraries were prepared following the manufacturer’s instructions (document no. CG000239_VisiumSpatialGeneExpression) followed by deep next-generation sequencing in the Microbiome Core Facility at UT Southwestern Medical Center. Novaseq6000 sequencer was used to sequence the samples and loaded on one lane of XP S4 Flow cells PE-150.

### Cell lines.

HEK293T cells were purchased from ATCC (catalog CRL-1573). Human hair follicular keratinocytes (HHFK) were purchased from ScienCell (2440, ScienCell).

### Krox20 overexpression.

A lentiviral vector was generated by cloning the mouse *Krox20* cDNA (MR227610L4, OriGene) into a pLVX lentiviral backbone that also contains IRES-ZsGreen1 (631982, Takara). Subsequently, HEK293T and HHFK cells were transfected with the lentiviral vector overexpressing mouse *Krox20*. Transfected cells were sorted by FACS for fluorescent cells.

### Western blot.

Cell lysates were subjected to Western blot analysis, using the following antibodies: KROX20 (13491-1-AP, Protein Tech); BIM (2933, Cell Signaling Technology); Cleaved Caspase-3 (9661, Cell Signaling Technology); and GAPDH (SC-32233, Santa Cruz Biotechnology Inc.).

### qPCR.

qPCR was performed on the various cells using the following primers (5′–3′): *Notch1*-Fwd: CACAACGAGGTCGGCTCCTA; *Notch1*-Rvs: ACAGTTCTGGCCGGTGAAG; *Ctnnb1*-Fwd: GACGGAGGAAGGTCTGAGGA; *Ctnnb1*-Rvs: TGGCCATGTCCAACTCCATC; *Snail1-*Fwd: TAATCCAGAGTTTACCTTCCAGCA; *Snail1-*Rvs: AGCCTTTCCCACTGTCCTCA; *Snail2-*Fwd: GCCAAACTACAGCGAACTGG; *Snail2-*Rvs: AGGAGGTGTCAGATGGAGGA; *Twist1-*Fwd: GGACAGTGATTCCCAGACGG; *Twist1-*Rvs: CATAGTGATGCCTTTCCTTTCAG; *E-Cadherin*-Fwd: CACCACGGGCTTGGATTTTG; *E-Cadherin*-Rvs: CAGCCAGTTGGCAGTGTCTC; *GAPDH*-Fwd: AGGGCTGCTTTTAACTCTGGT; and *GAPDH*-Rvs: CCCCACTTGATTTTGGAGGGA.

### 4-Hydroxytamoxifen and tamoxifen induction.

To induce *Krox20*-lineage cell depletion in *Krox20-DTA; K14-CreERT* mice, adult mice received tamoxifen (2 mg) orally once daily for 3 consecutive days. For lineage tracing with *Krox20-CreERT; R26-tdTomato* mice, adult mice were orally administered tamoxifen (1 mg) once daily for 3 consecutive days. Perinatal induction involved a single injection of 4-hydroxytamoxifen (40 μg) at the tail junction of 1- to 3-day-old pups.

### Genome-wide transcriptome analysis of Krox20 at the single-cell level.

Epithelial cells from epidermis of P5 *Krox20-GFP* mice were harvested following separation of the dermis from the epidermis by overnight incubation with dispase, as described in established protocols (37–39) and sorted by FACS for *GFP*^+^ (*Krox20*-expressing) cells using FACS Aria II SORP-5 lasers (PPMS for the Moody Foundation Flow Cytometry Facility at UTSW). Single-cell suspensions were loaded with Single Cell 3′ Gel Beads into a Next GEM Chip G and run on the Chromium Controller. Read 1 sequencing primer, complementary to the adapter region of the barcoded cDNA, was added during incubation. This primer initiates the first sequencing read, enabling capture of the cell barcode, UMI, and transcript sequence during subsequent library preparation and sequencing. Full-length barcoded cDNA was then amplified by PCR after cleanup. Sample size was checked and was then enzymatically fragmented and size selected before proceeding to library construction. After library preparation, quality control was performed using the DNA 1000 tape on the Agilent TapeStation 4200. Samples were loaded at 1.8 pM and run on the Illumina NextSeq500 High Output Flowcell using V2.5 chemistry.

### scRNA-Seq data analysis.

The analysis of single-cell transcriptomes was conducted using Cell Ranger 5.0.1 (10x Genomics, https://www.10xgenomics.com/). Raw sequencing data in BCL format were converted to FASTQ files and aligned to a custom mouse (mm10) reference transcriptome generated with cellranger mkref. Transcript counts for each cell were quantified using unique molecular identifiers and valid cell barcodes. The gene expression matrix from Cell Ranger was then input into the Seurat R package (v 4.0.5) for downstream analysis (40). Cells with fewer than 250 genes per cell and high mitochondrial gene content were filtered out. The LogNormalize method was used for global-scaling normalization. Highly variable genes were identified using the FindVariableFeatures module. The Shared Nearest Neighbor (SNN) graph was constructed with the FindNeighbors module by determining the k-nearest neighbors of each cell. Clusters were identified by optimizing SNN modularity using the FindClusters module, resulting in 10 clusters with a resolution of 0.6. Differential expression analysis, cluster visualization, and plotting were performed using Seurat.

### Statistics.

The statistical analysis was conducted using two-way ANOVA or unpaired 2-tailed Student’s *t* test, as specified in the figure legends (Prism8, GraphPad). The data are presented as mean ± SEM. A *P* value of less than 0.05 was considered statistically significant. Significant differences were denoted by asterisks (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

### Study approval.

Mouse care and experiments were approved by the IACUC at University of Texas Southwestern Medical Center and University of Virginia School of Medicine.

### Data availability.

All raw data are provided in the Supporting Data Values file. The single-cell RNA-Seq data and spatial transcriptomics data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus database, GSE281669 and GSE281086, respectively. Values for relevant figures are included with this manuscript as a Supporting Data Values file.

## Author contributions

LQL conceived and designed this research; EG, ET, TS, ZC, and YZ performed experiments; LQL, CPL, EG, ET, ZY, and CX analyzed data; EG and RMM wrote the paper; LQL oversaw the entire study. All authors read and approved the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
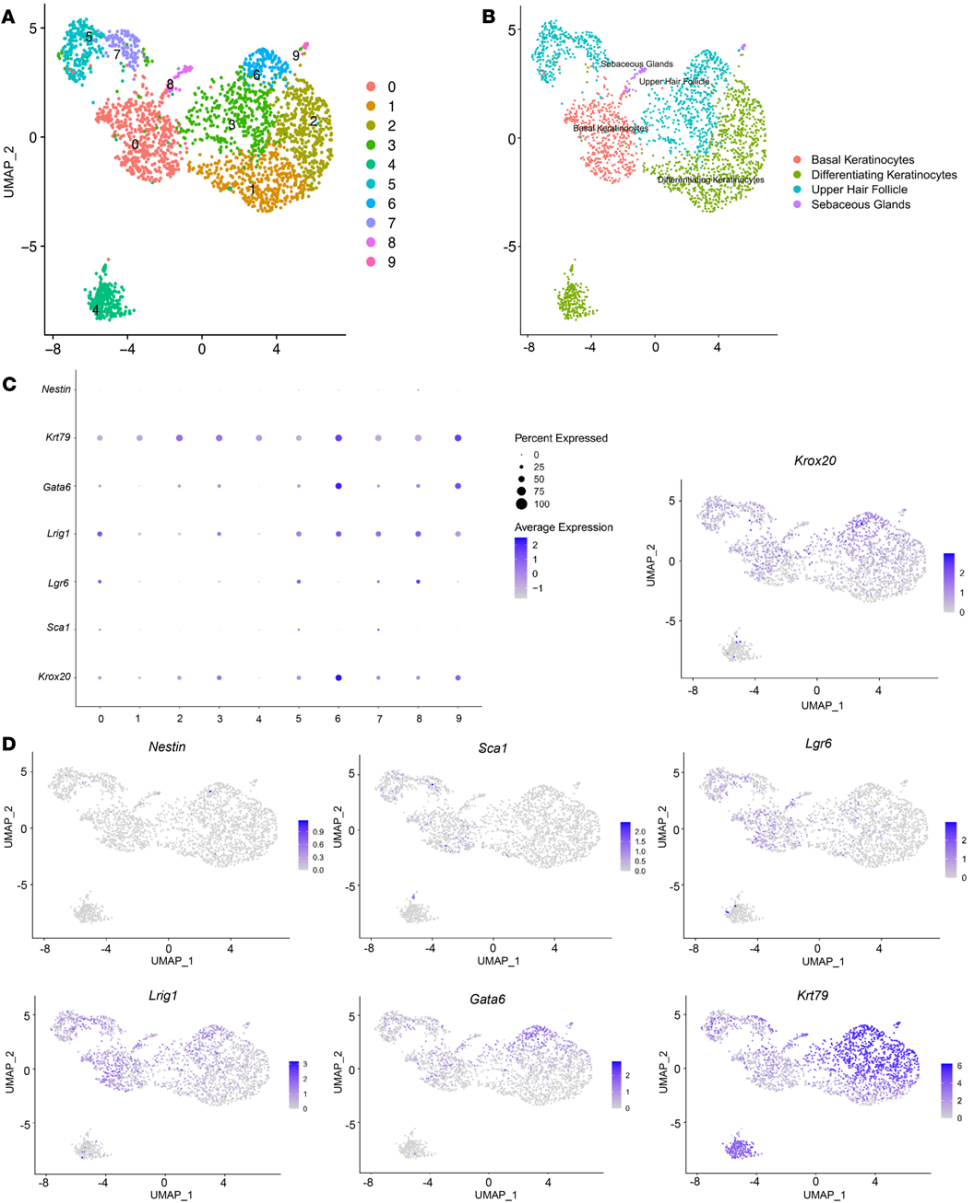
scRNA-Seq analysis on the epidermal cells of *Krox 20-GFP* P5 pups reveals cellular heterogeneity of *Krox20*-expressing cells. (**A**) UMAP representation of the transcriptomes of *Krox20*-expressing cells with annotated clusters (*n* = 5). Ten clusters of differentially expressed cells were identified. (**B**) Cell type annotations of the clusters identified. (**C**) Dot plot showing expression of *Nestin*, *Krt79*, *Gata6*, *Lrig1*, *Lgr6*, *Sca1*, (*Ly6a*), and *Krox20* in annotated clusters. (**D**) Expression of *Krox20*, *Nestin*, *Sca1*, *Lgr6*, *Lrig1*, *Gata6*, and *Krt79* visualized on UMAP. Color intensity from gray to blue shows the expression level for each gene.

**Figure 2:**
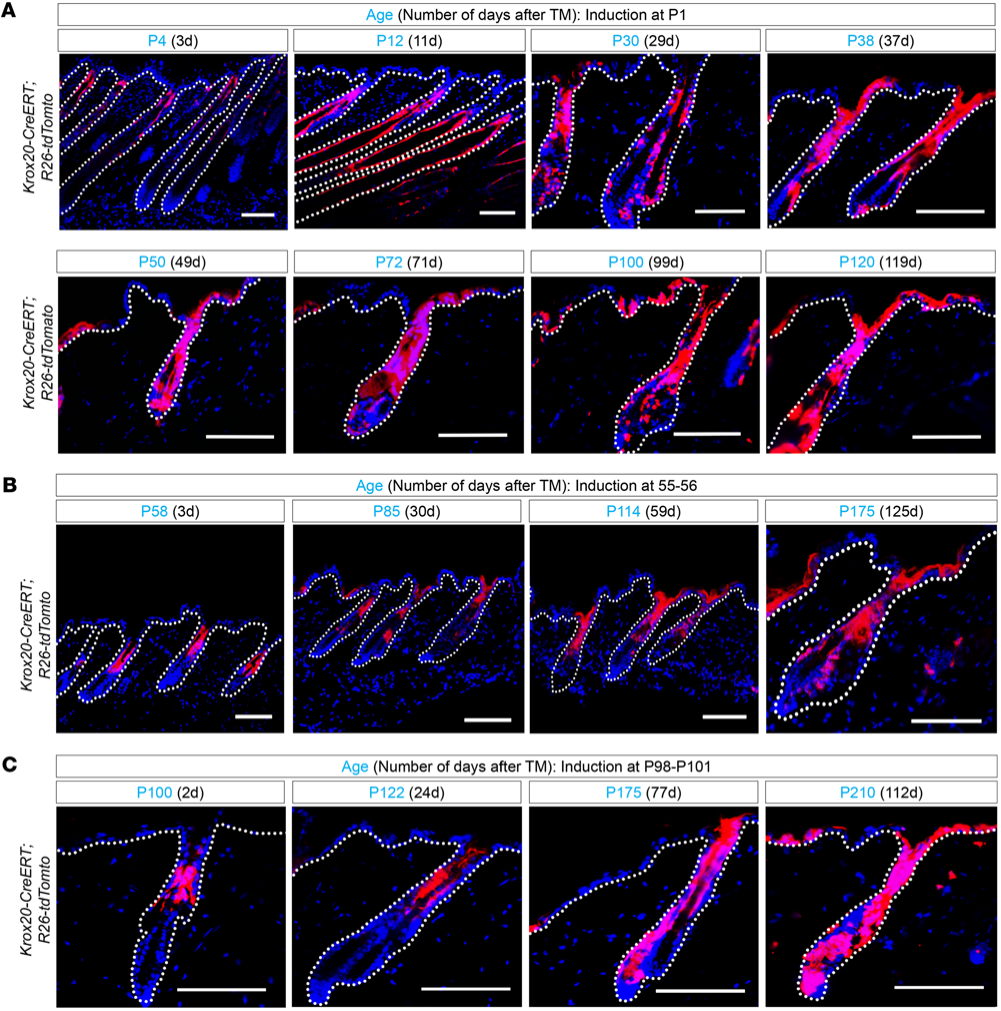
Lineage tracing in *Krox20-CreERT; R26-tdTomato* mice reveals contribution of *Krox20*-lineage cells to the IFE. (**A**–**C**) Lineage tracing initiated at P1 (**A**), P55 (**B**), and P98 (**C**) shows *Krox20*-lineage cells contribute to the HF and IFE over time. *n* ≥ 3. Scale bar: 100 μm.

**Figure 3:**
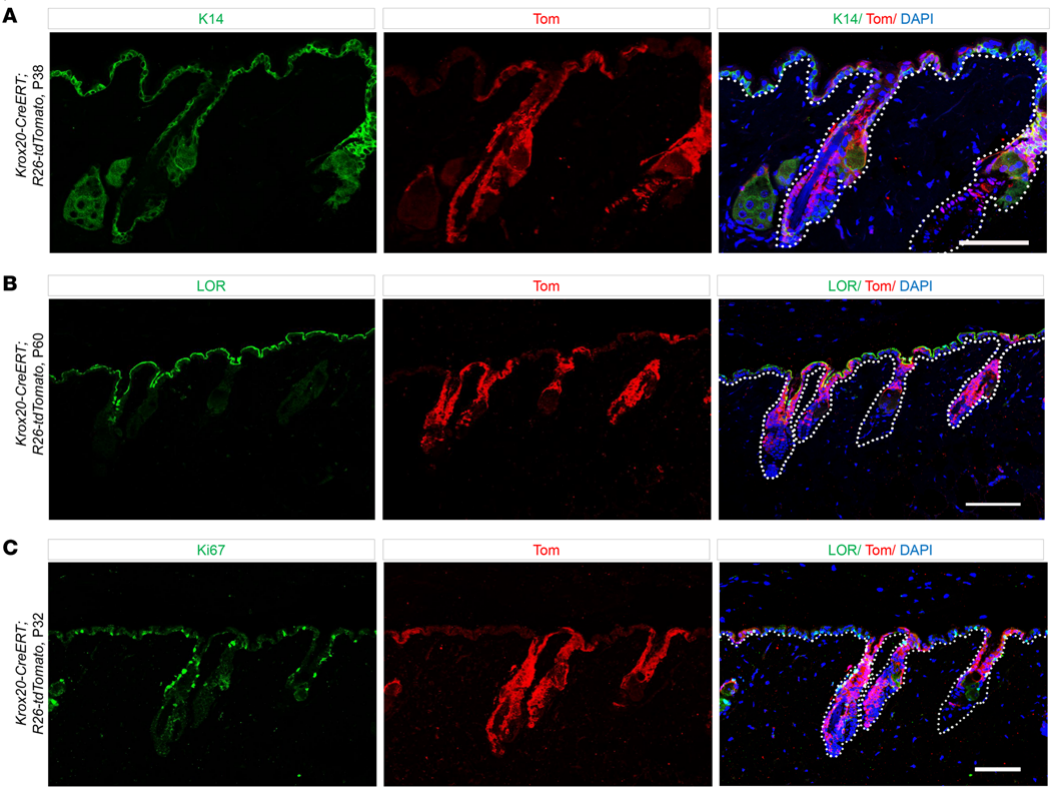
*Krox20*-lineage cells overlap with IFE markers. (**A**–**C**) Colocalization analysis demonstrates the detection of *tdTomato*-labeled (Tom = *tdTomato*) *Krox20*-lineage cells in relation to the K14 marker of basal layer of IFE (**A**), the loricrin (LOR) marker of suprabasal granular layer (**B**), and the Ki67 marker of proliferating cells (**C**) in telogen HFs at P38, P60, and P32, respectively, induced at P1. *n* ≥ 4. Scale bar: 100 μm.

**Figure 4:**
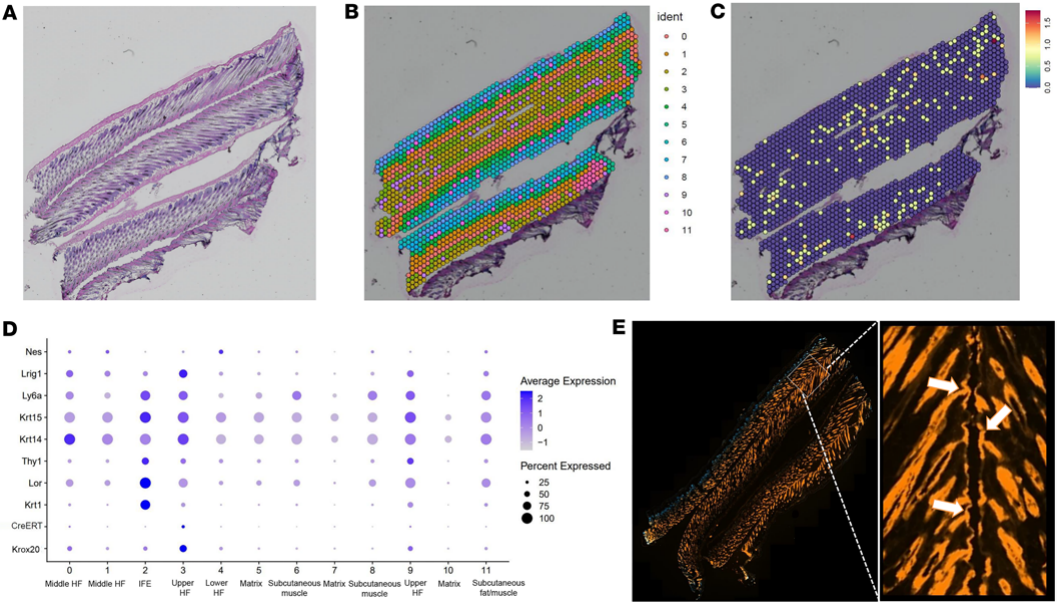
Spatial transcriptomic analysis of the dorsal skin of *Krox20-CreERT; R26-tdTomato* mice at P38. (**A** and **B**) Identification of 12 clusters of cells with differentially expressed genes, with cluster 1 representing the IFE. H&E-stained cross-sections of the skin, each section representing 1 mouse (*n* = 3, **A**). Note that the fourth section was excluded from analysis due to distorted structure. Spatial dim plots for all clusters (**B**). (**C**) Spatial feature plot for expression of *CreERT* is presented. Color intensity from blue to red shows the expression level for each gene. (**D**) Dot plot illustrating the expression levels of *Krox20*, *CreERT*, the marker of the upper and middle HF *Lrig1*, the marker of bulge stem cells *Nestin* (Nes), and IFE markers (*K14*, *K15*, *K1*, *Thy1*, *Sca1*, and *loricrin*) in the different gene clusters along with cluster annotations. (**E**) Live expression of *tdTomato* from the same 4 skin samples presented in **A**–**C**. White arrows point to the labeled HF mouth or IFE. Original magnification, ×20.

**Figure 5:**
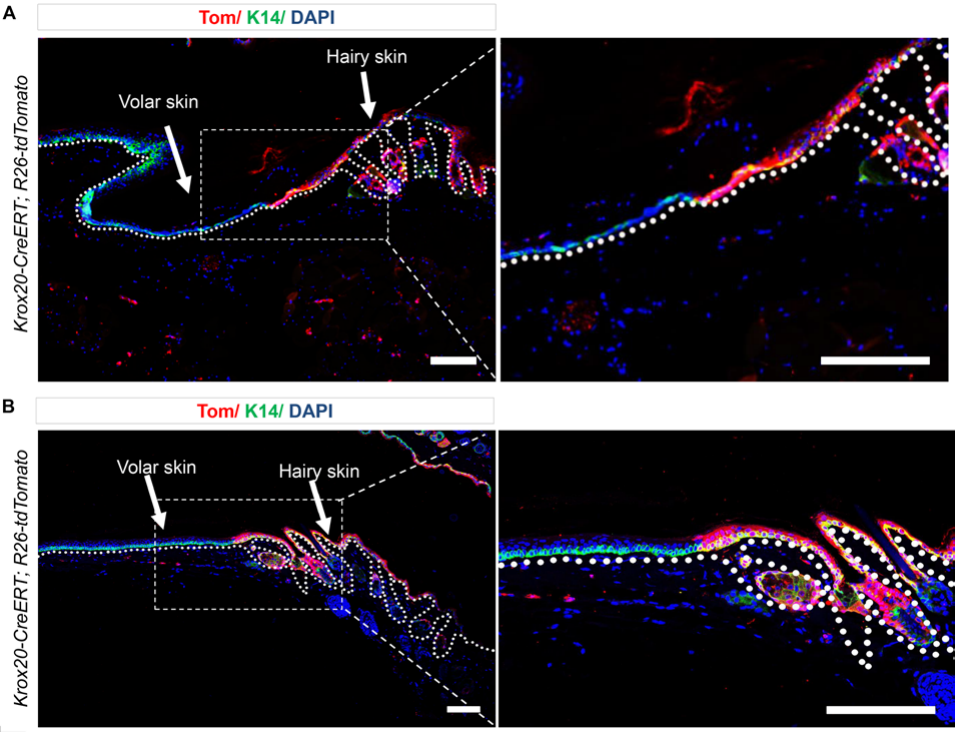
*Krox20* is not expressed in the volar epithelium. (**A** and **B**) Lineage tracing in 11-month-old *Krox20-CreERT; R26-tdTomato* mice, induced at P1 (**A**) — and P158 mice, induced at P55 (**B**) — shows the absence of *Krox20*-lineage cells in the volar epithelium of palmoplantar skin. *n* = 2. Scale bar: 100 μm.

**Figure 6:**
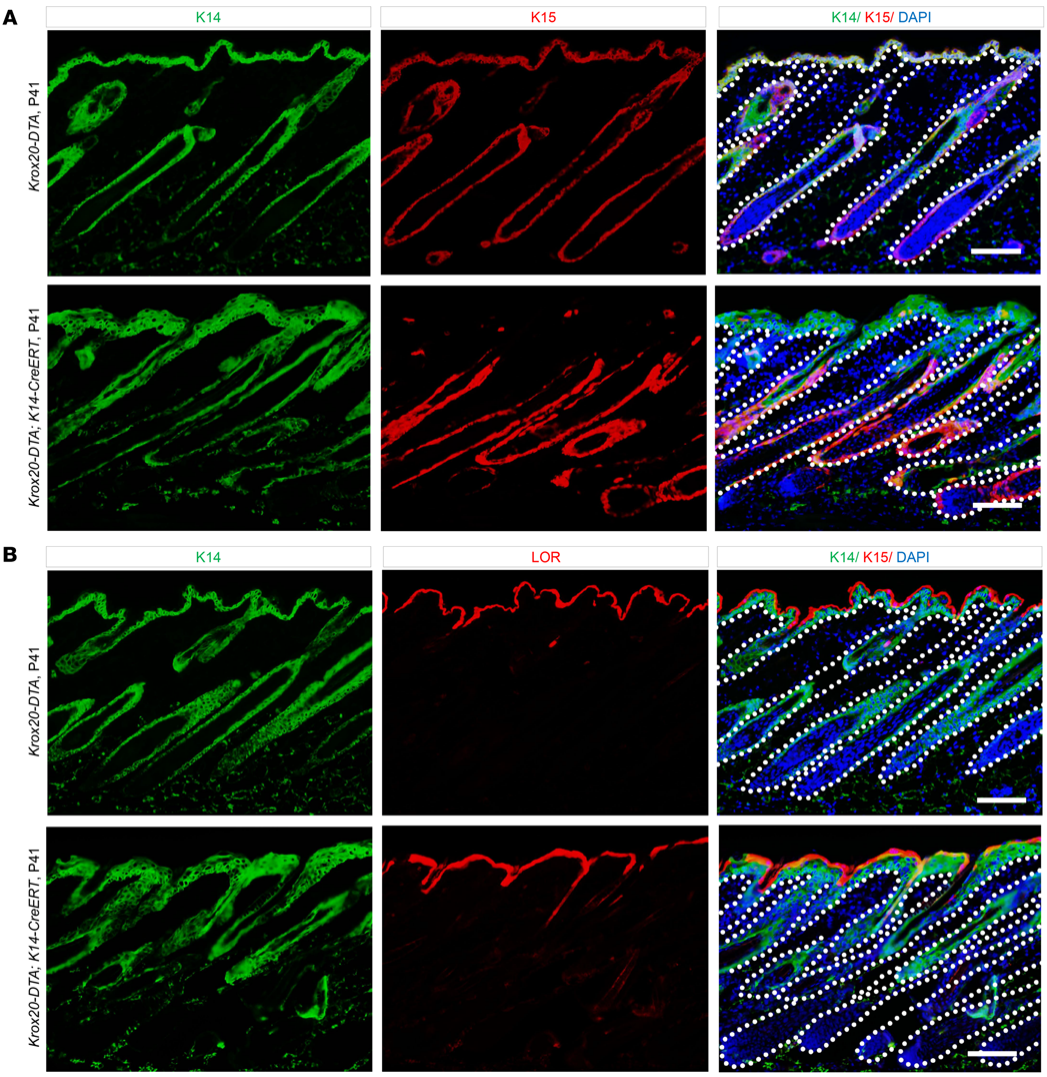
*Krox20^+^* cells are indispensable for skin homeostasis. (**A** and **B**) Analysis of the skin of *Krox20-DTA; K14-CreERT* mice at P41 induced at P32 shows the disruption of skin homeostasis and stratification as indicated by the absence of K15 expression in the IFE (**A**), and overlap of the suprabasal marker LOR with the K14 basal marker in the IFE (**B**). *n* = 3. Scale bar: 100 μm.

**Figure 7:**
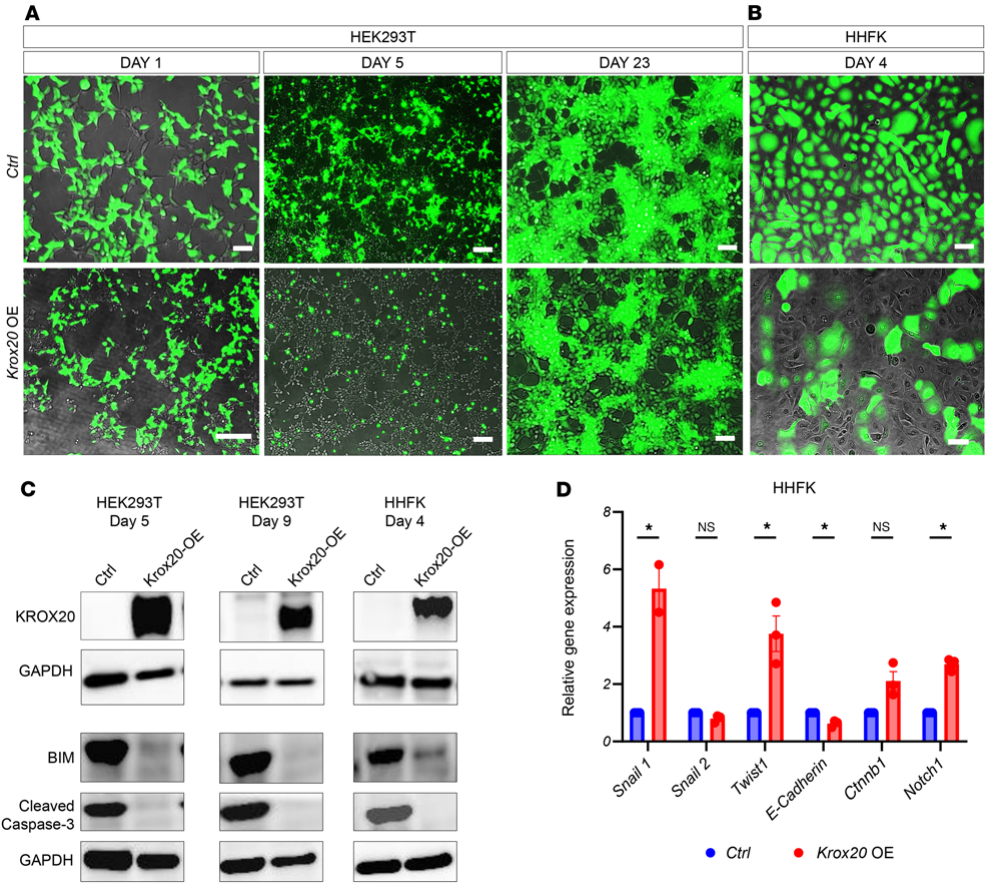
*Krox20* overexpression in vitro alters cell identity. Overexpression of *Krox20* (*Krox20*-OE) induces morphological changes in HEK293T cells (**A**) and a less pronounced change in HHFK cells (**B**). (**C**) Western blot analysis demonstrates downregulation of apoptotic markers in *Krox20*-OE cells. The same biological samples were run on a separate gel and probed for KROX20 and GAPDH. (**D**) qPCR demonstrates that overexpression of *Krox20* results in upregulation of EMT regulators (*Snail1*, *Twist1*, and *Notch1*) and downregulation of the epithelial marker *E-Cadherin*. Results are normalized to *GAPDH*. *n* = 3 replicates per condition. Data are shown as mean ± SEM. Two-tailed Student’s *t* test. *P <0.05. Scale bar: 100 μm.

# Supplementary material for: Hair follicle epithelial stem cells contribute to interfollicular epidermis during homeostasis
**Source:** JCI Insight. 2025 Jul 8;10(16):e193496. doi: 10.1172/jci.insight.193496
**Supplement:** Supplemental data

## **Supplemental Figures:**

### **Hair Follicle Epithelial Stem Cells Contribute to Interfollicular Epidermis during Homeostasis**

Elnaz Ghotbi<sup>1,#</sup>, Edem Tcheignon<sup>1,#</sup>, Ze Yu<sup>2</sup>, Tracey Shipman<sup>1</sup>, Zhiguo Chen<sup>3</sup>, Yumeng Zhang<sup>3</sup>, Renee M. McKay<sup>3</sup>, Chao Xing<sup>2,4,5</sup>, Chung-Ping Liao<sup>1,6</sup>, and Lu Q. Le<sup>1,3,\*</sup>

Professor and Chair  
Department of Dermatology  
University of Virginia School of Medicine  
Charlottesville, VA, USA  

Supplemental Figure 1

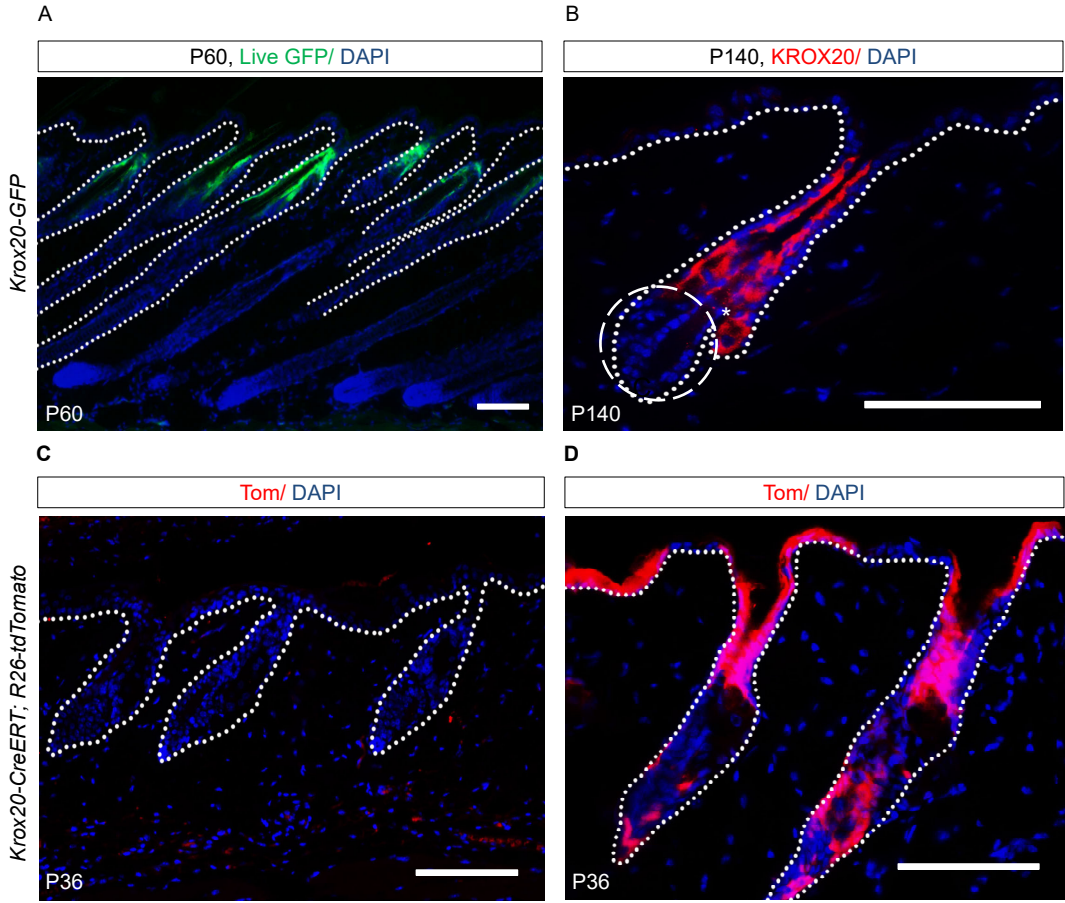

**Supplemental Figure 1. KROX20 is a marker of stem cell populations in the upper and middle portions of the HF.** Live GFP expression **(A)** and KROX20 antibody staining **(B)** in the dorsal skin of *Krox20-GFP* mice at P60 and P140, respectively, shows its restriction to the upper and middle HFs. Absence of tdTomato from the skin of *Krox20-CreERT; R26-tdTomato* mice at P36 indicates the absence of tamoxifen-independent recombination in these mice **(C)**, while P36 mice of the same genotype induced at P3 show labeling of most of the HF and IFE **(D)**. The asterisk represents the sebaceous glands. The dashed line circle represents the bulge area.  $n \geq 5$ . Scale bar, 100  $\mu\text{m}$ .

## Supplemental Figure 2

**A**

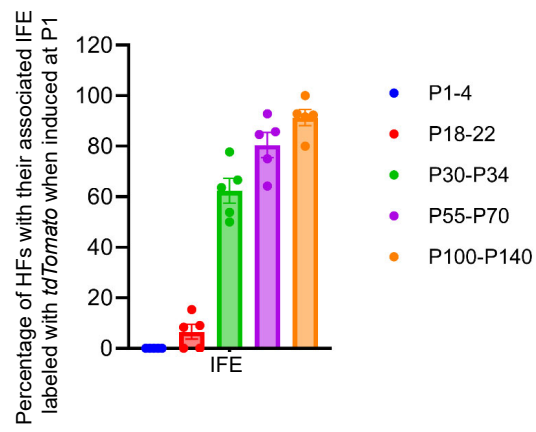

**B**

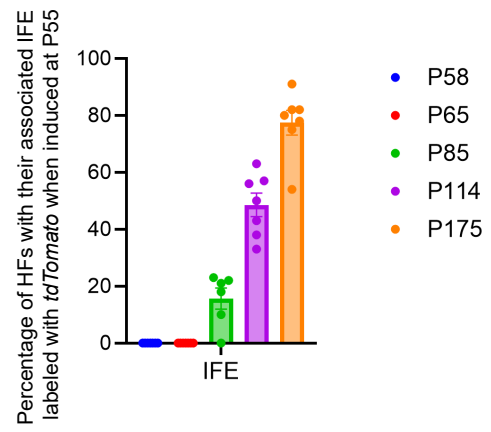

**C**

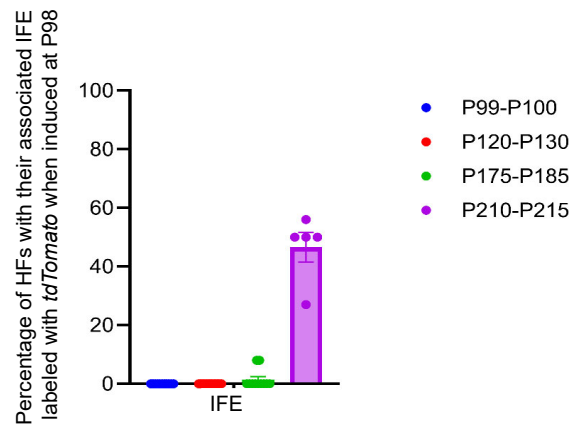

**Supplemental Figure 2. Quantification of the lineage tracings shown in Figure 2.**

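The paper's supporting data values for this figure hold counts of HFs per replicate, among them HFs whose associated IFE carried *tdTomato*. The IFE shares of panels A and B are given, and panel C was not summarised here, since part of its percentages are blank. Means and SDs were computed here from those counts, which are the paper's. After induction at P1, the paper's counts gave 0 of 66 HFs at P1-4, which allows a share of up to 4.55%, 6.56% ± 6.59 at P18-22 (SD, n = 5), 62.4% ± 11.0 at P30-P34, 80.5% ± 11.1 at P55-P70 and 91.4% ± 7.19 at P100-P140. After induction at P55, they gave 0 of 40 HFs at P58, 0 of 41 at P65 (up to 7.32%), 15.8% ± 9.11 at P85 (n = 6), 48.4% ± 10.8 at P114 (n = 7) and 77.3% ± 11.5 at P175 (n = 7). The limits of 4.55% and 7.32% are approximate and treat the pooled HFs as independent. HFs of the same replicate may be alike, so the share allowed can be larger.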

Quantification of HFIs with their associated IFE labeled with *tdTomato* (*Krox20*-lineage cells) in *Krox20-CreERT; R26-tdTomato* mice when induced by tamoxifen at P1 (**A**), P55 (**B**) and P98 (**C**).  $n \geq 4$ .

Supplemental Figure 3

A

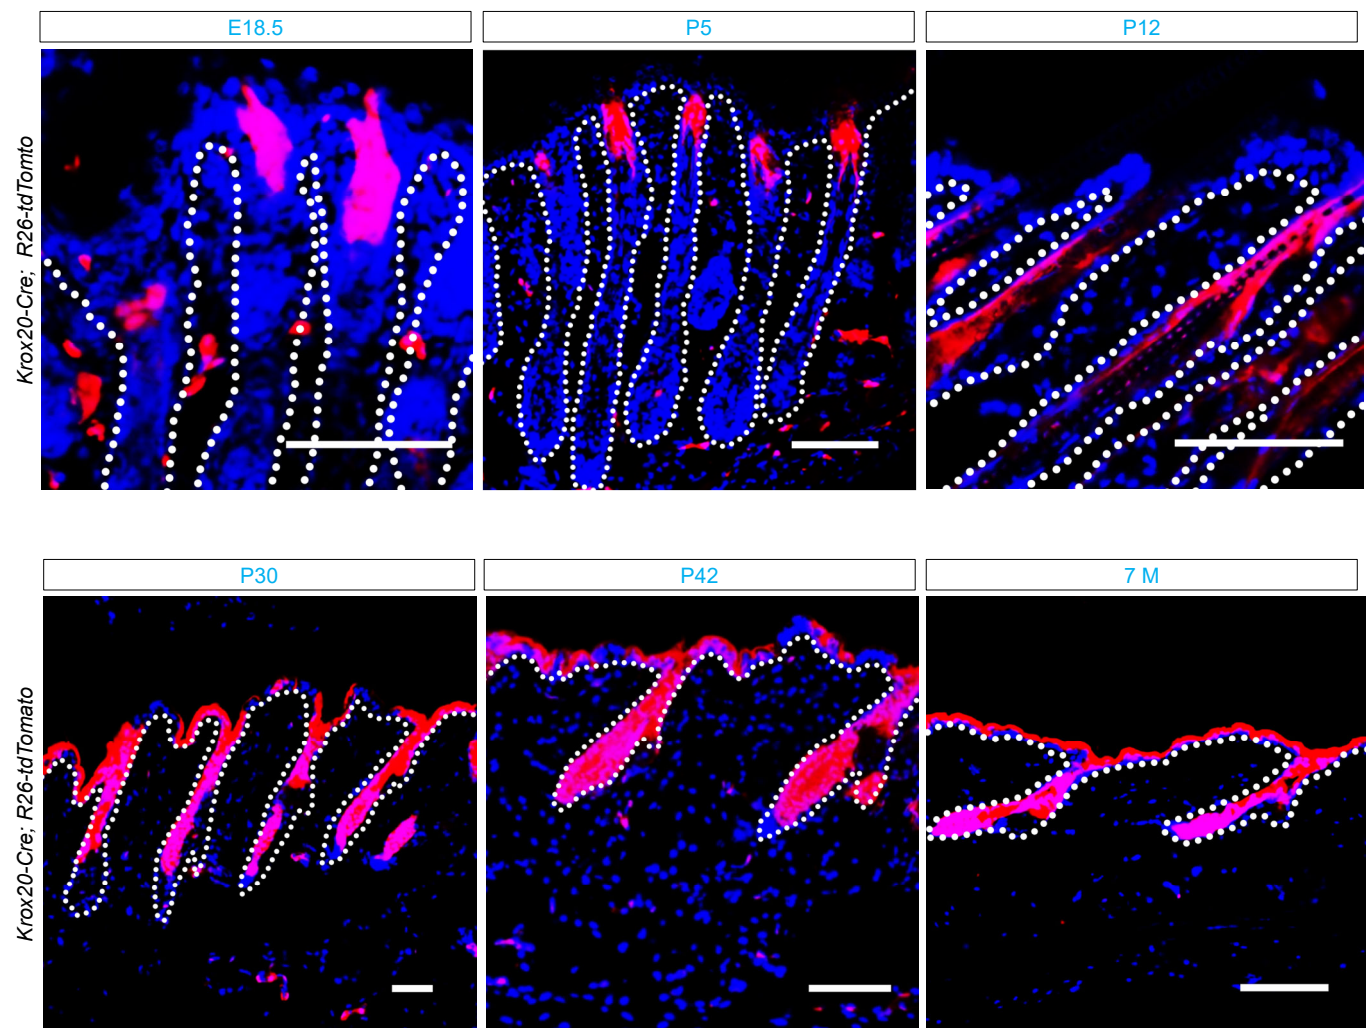

B

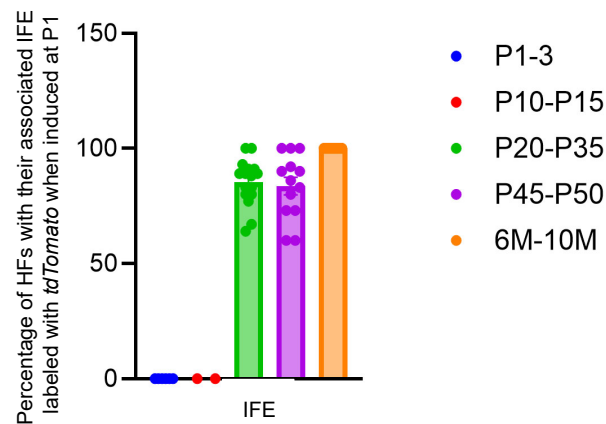

**Supplemental Figure 3. Lineage tracing using *Krox20-Cre; R26-tdTomato* mice.** (A) Lineage tracing of *Krox20* shows dynamic distribution of *Krox20*-lineage cells during mouse development. (B) Quantification of HFs with their associated IFE labeled with *tdTomato* in *Krox20-Cre; R26-tdTomato* mice.  $n \geq 3$ . Scale bar, 100  $\mu\text{m}$ .

## Supplemental Figure 4

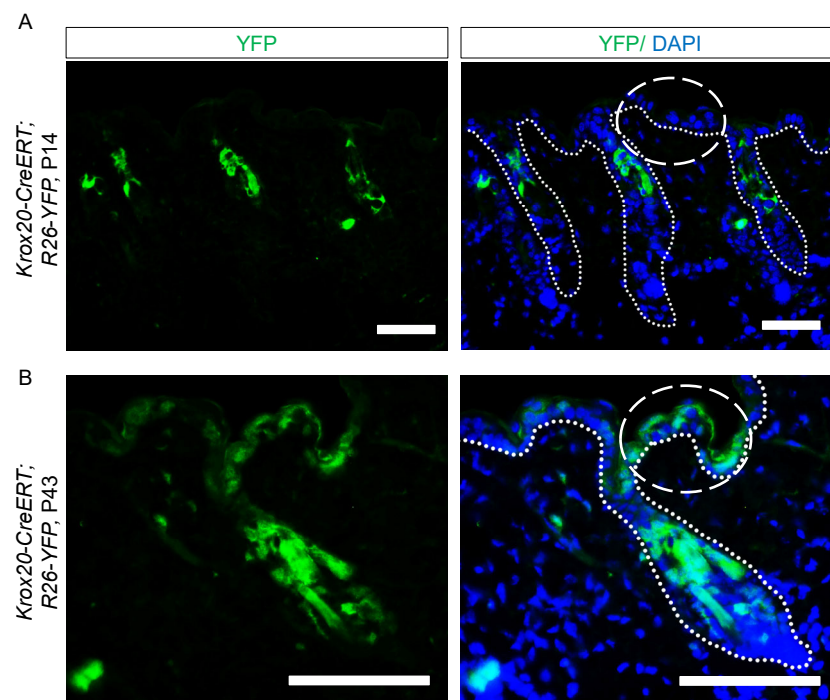

**Supplemental Figure 4. Lineage tracing with *Krox20-CreERT*; *R26-YFP* confirms the contribution of *Krox20*-lineage cells to IFE.** (A, B) Lineage tracing experiments were conducted using *Krox20-CreERT*; *R26-YFP* mice, where tamoxifen induction was performed at P3. The dorsal skin of mice was assessed at 14 days, (A) and 43 days (B) post-induction. (A) At 14 days post-induction, *Krox20*-lineage cells were observed to be restricted within the live *Krox20* expression domain, demonstrating limited migration. The dashed line circle highlights lack of YFP signal in the IFE. (B) By 43 days post-induction, *Krox20*-lineage cells were observed to have contributed to the IFE (dashed line circle).  $n \geq 3$ . Scale bar, 100  $\mu\text{m}$ .

Supplemental Figure 5

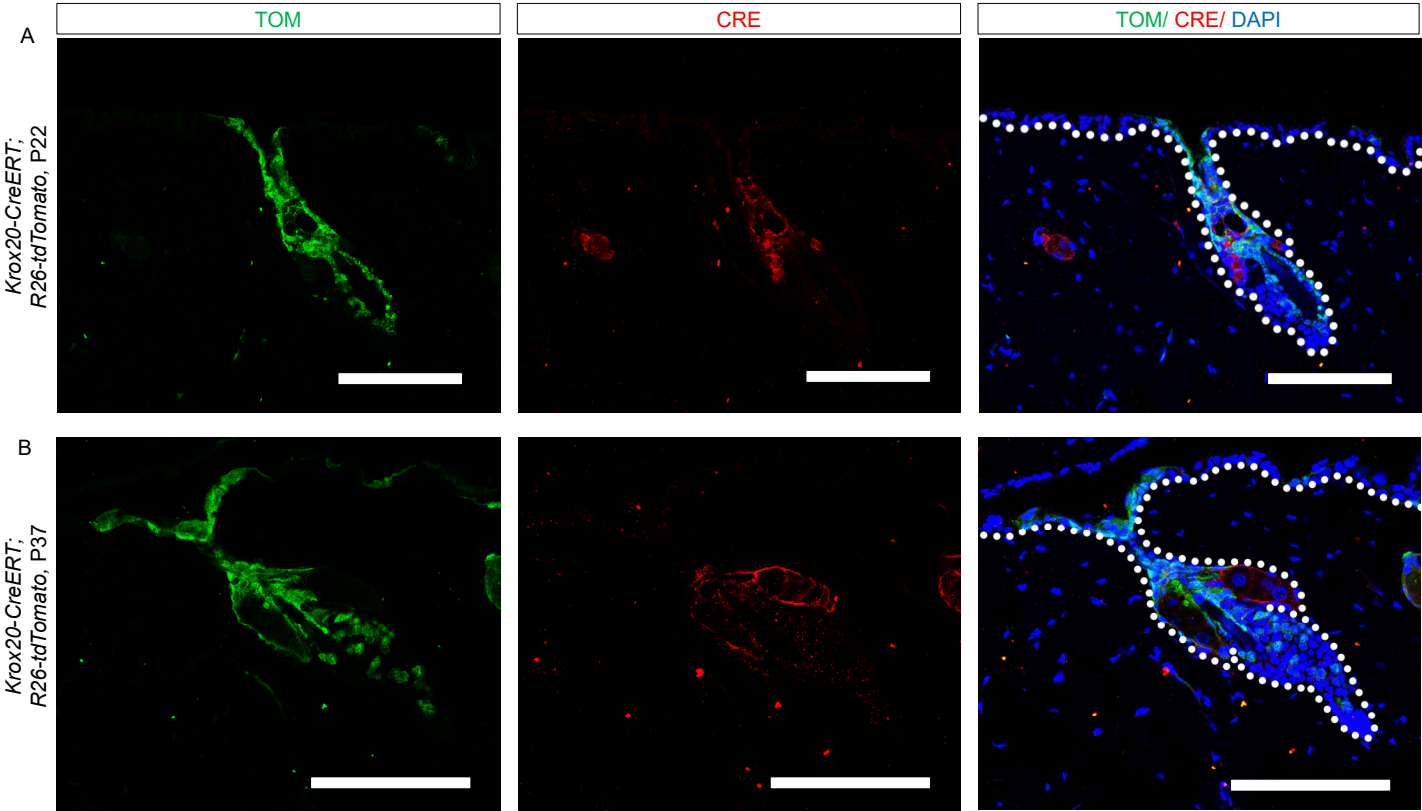

**Supplemental Figure 5.** Analysis of CRE expression in the skin of *Krox20-CreERT; R26-tdTomato* mice. **(A, B)** Skin analysis of *Krox20-CreERT; R26-tdTomato* mice induced with tamoxifen at P1 and analyzed at P22 **(A)** and P37 **(B)** showed that CRE expression was not detected in the IFE. n = 3. Scale bar, 100  $\mu$ m.

Supplemental Figure 6

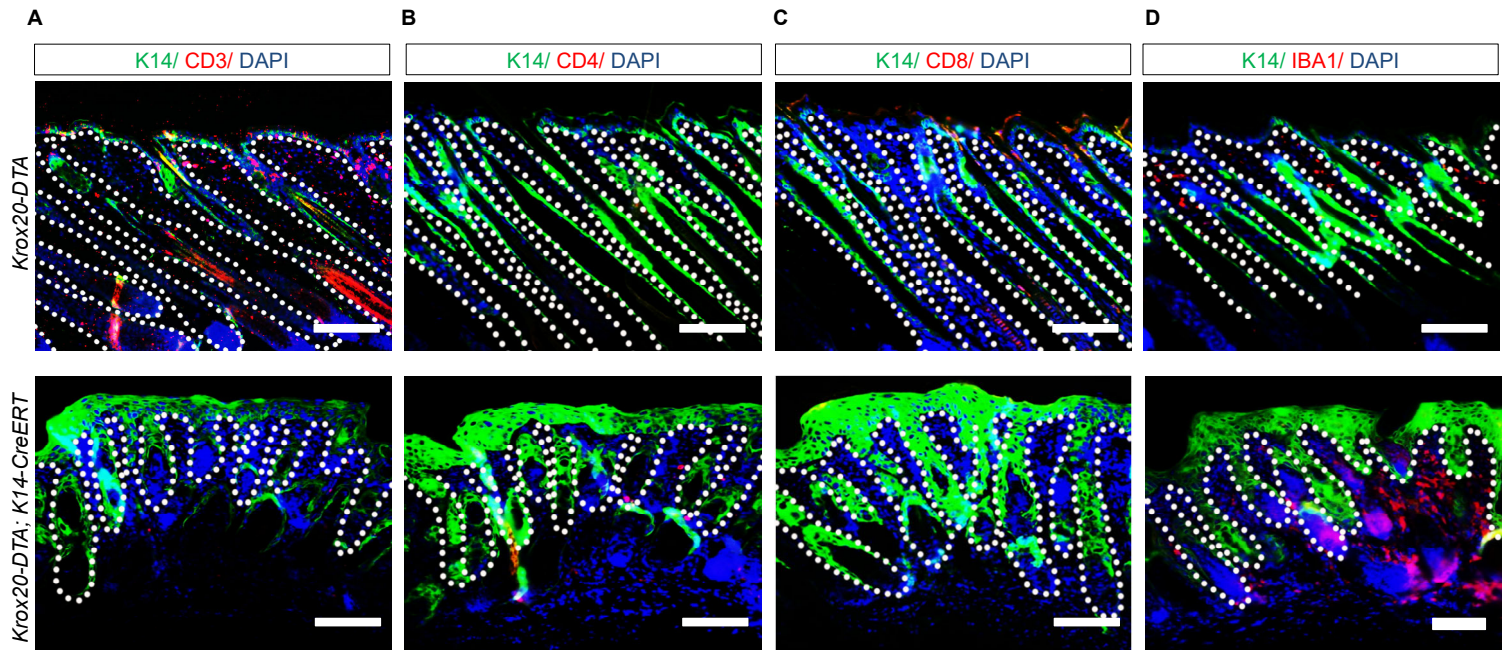

**Supplemental Figure 6. Loss of epithelial *Krox20*-positive cells leads to epidermal thickening accompanied by elevated macrophage presence in the underlying dermis.** Immunofluorescence staining of skin sections from *Krox20-DTA; K14-CreERT* mice at P41 induced at P32 revealed no notable increase in dermal infiltration of T cells (CD3<sup>+</sup>, **A**), T helper cells (CD4<sup>+</sup>, **B**), or cytotoxic T cells (CD8<sup>+</sup>, **C**). In contrast, there was a clear increase in the number of macrophages (IBA1<sup>+</sup>), within the dermal compartment (**D**). n = 3 mice. Scale bar, 100  $\mu$ m.

# Supplementary material for: Hair follicle epithelial stem cells contribute to interfollicular epidermis during homeostasis
**Source:** JCI Insight. 2025 Jul 8;10(16):e193496. doi: 10.1172/jci.insight.193496

## **Unedited Blots and Gel Images for:**

### **Hair Follicle Epithelial Stem Cells Contribute to Interfollicular Epidermis during Homeostasis**

Elnaz Ghotbi<sup>1,#</sup>, Edem Tchegnon<sup>1,#</sup>, Ze Yu<sup>2</sup>, Tracey Shipman<sup>1</sup>, Zhiguo Chen<sup>3</sup>, Yumeng Zhang<sup>3</sup>, Renee M. McKay<sup>3</sup>, Chao Xing<sup>2,4,5</sup>, Chung-Ping Liao<sup>1,6</sup>, and Lu Q. Le<sup>1,3,\*</sup>

# These authors contributed equally

Professor and Chair

Department of Dermatology

University of Virginia School of Medicine

Charlottesville, VA, USA

**Running title:** Epithelial Stem Cell Population for Interfollicular Epidermis

## Related to Figure 7C

HEK293T (DAY 5)

BIM

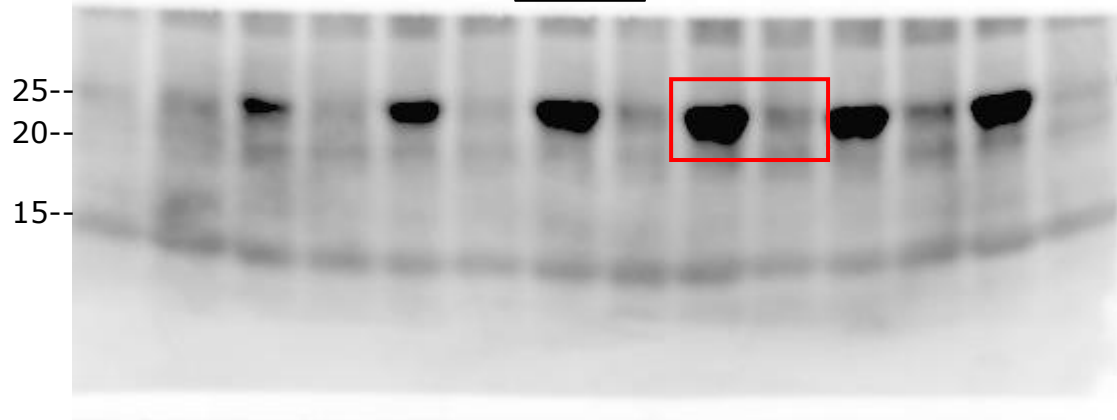

Cleaved Caspase-3

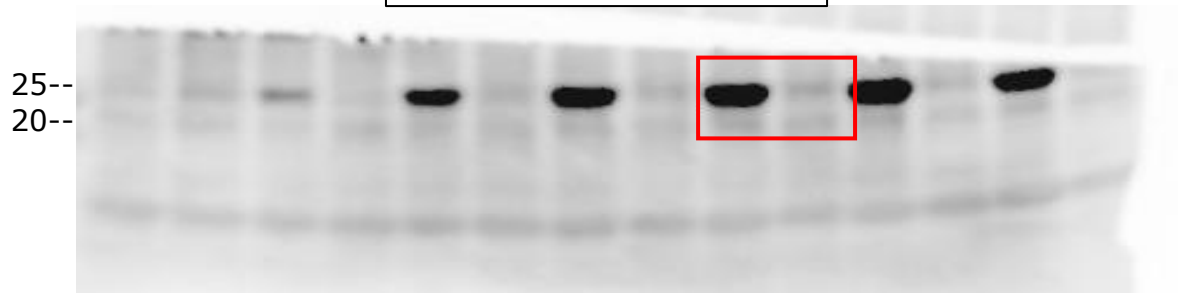

GAPDH

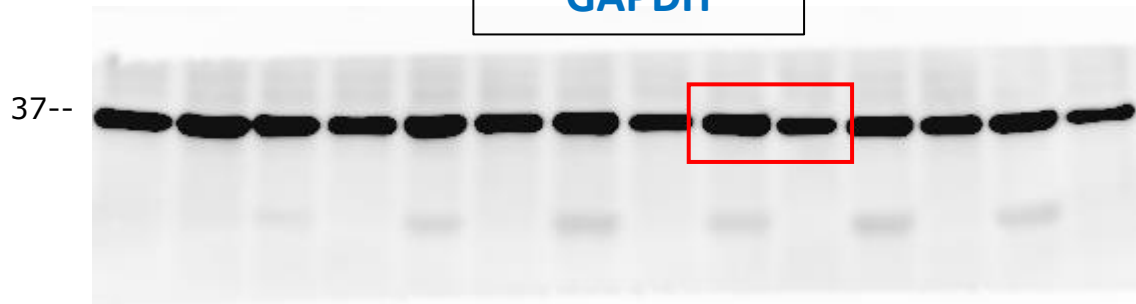

## Related to Figure 7C

HEK293T (DAY 5)

**Krox20\_Protein Tech**

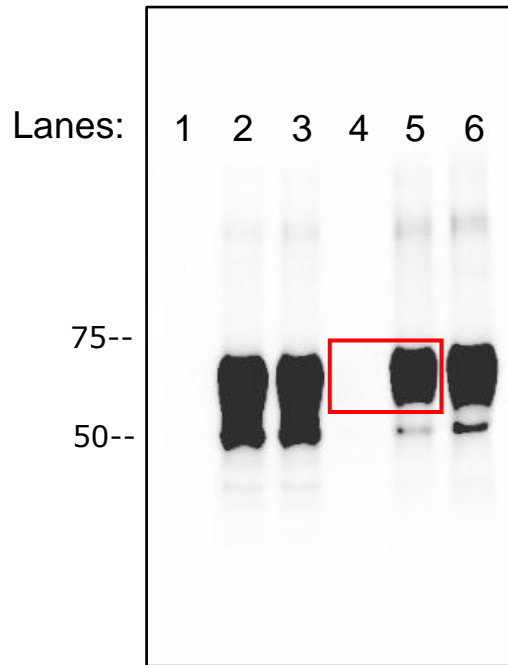

**GAPDH**

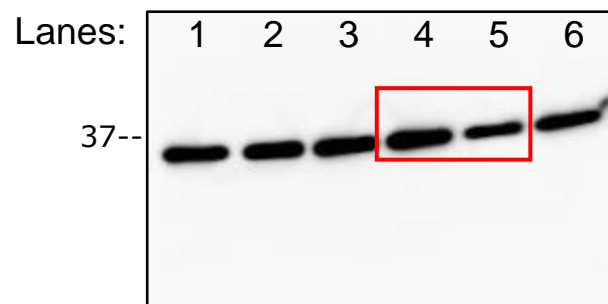

## Related to Figure 7C

HEK293T (DAY 9)

**BIM**

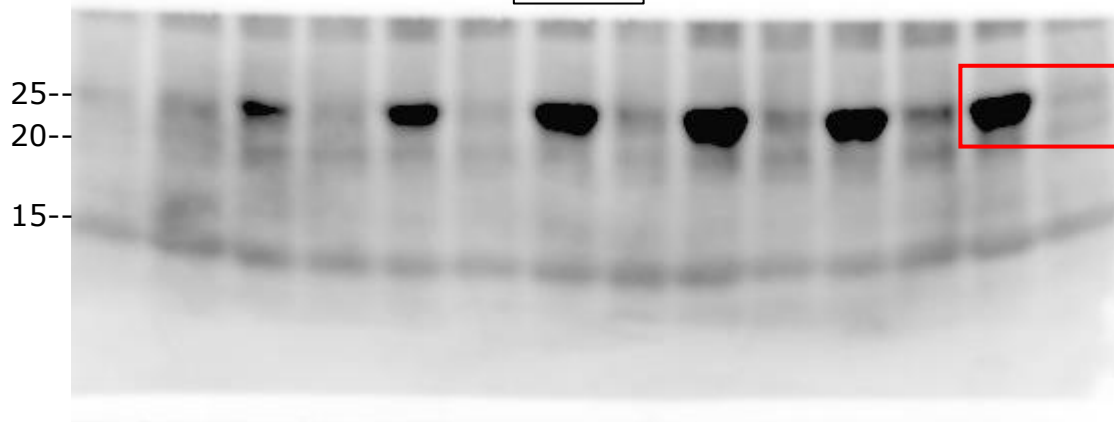

**Cleaved Caspase-3**

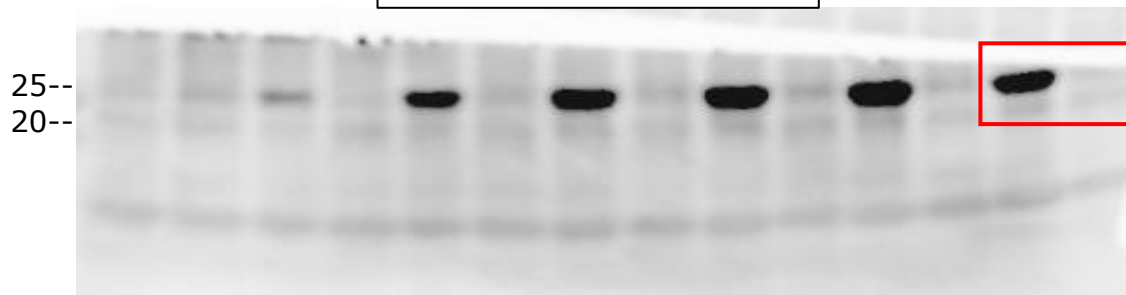

**GAPDH**

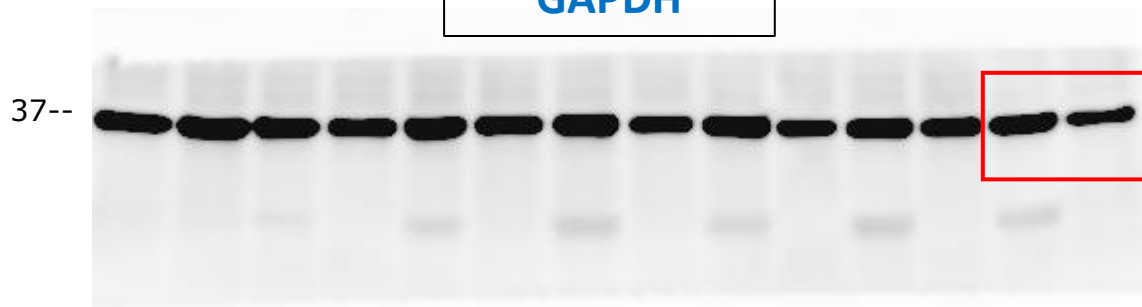

**Related to Figure 7C**

**HEK293T (DAY 9)**

**Krox20\_Protein Tech**

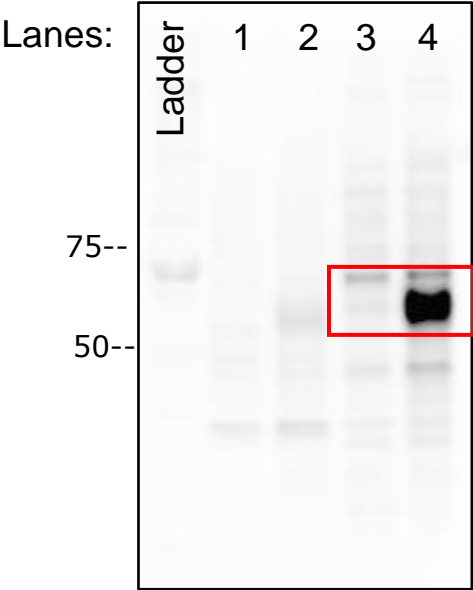

**GAPDH**

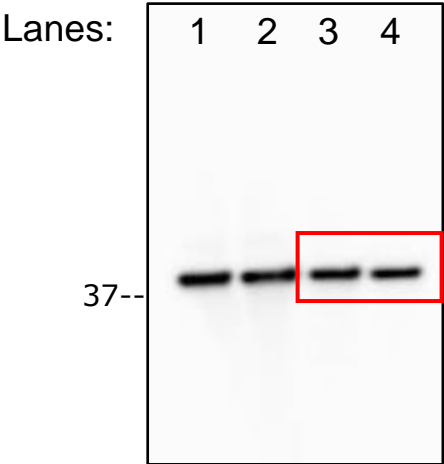

Related to Figure 7C

HHFK (DAY 4)

BIM

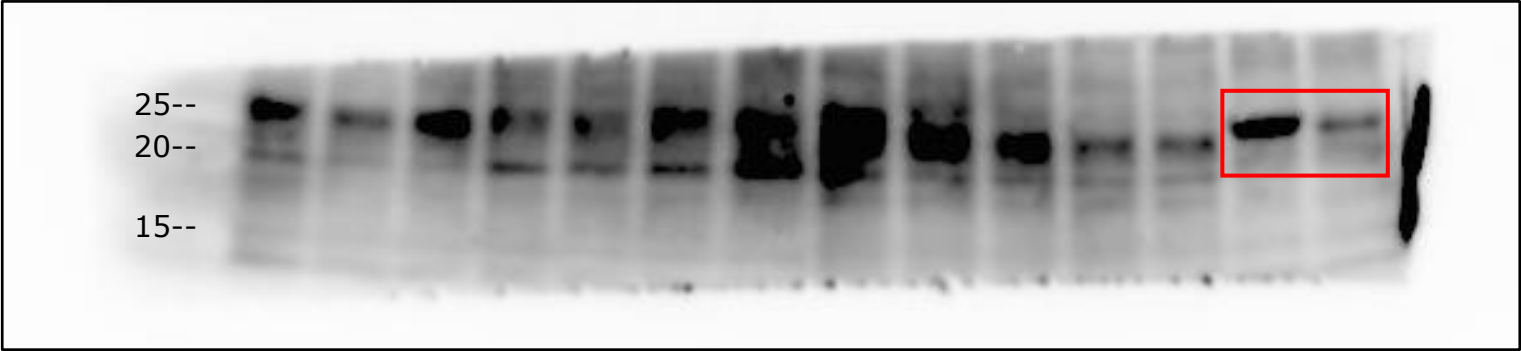

Cleaved Caspase-3

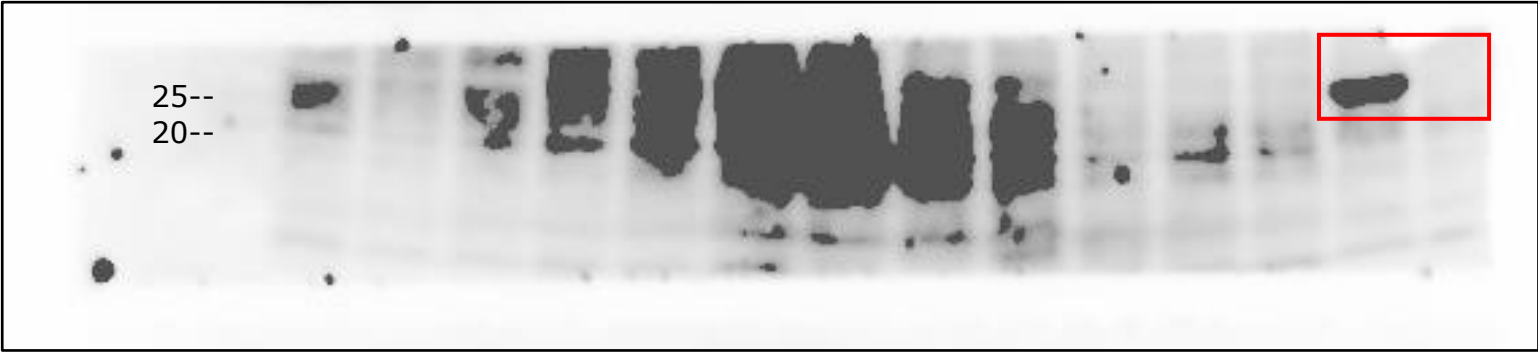

GAPDH

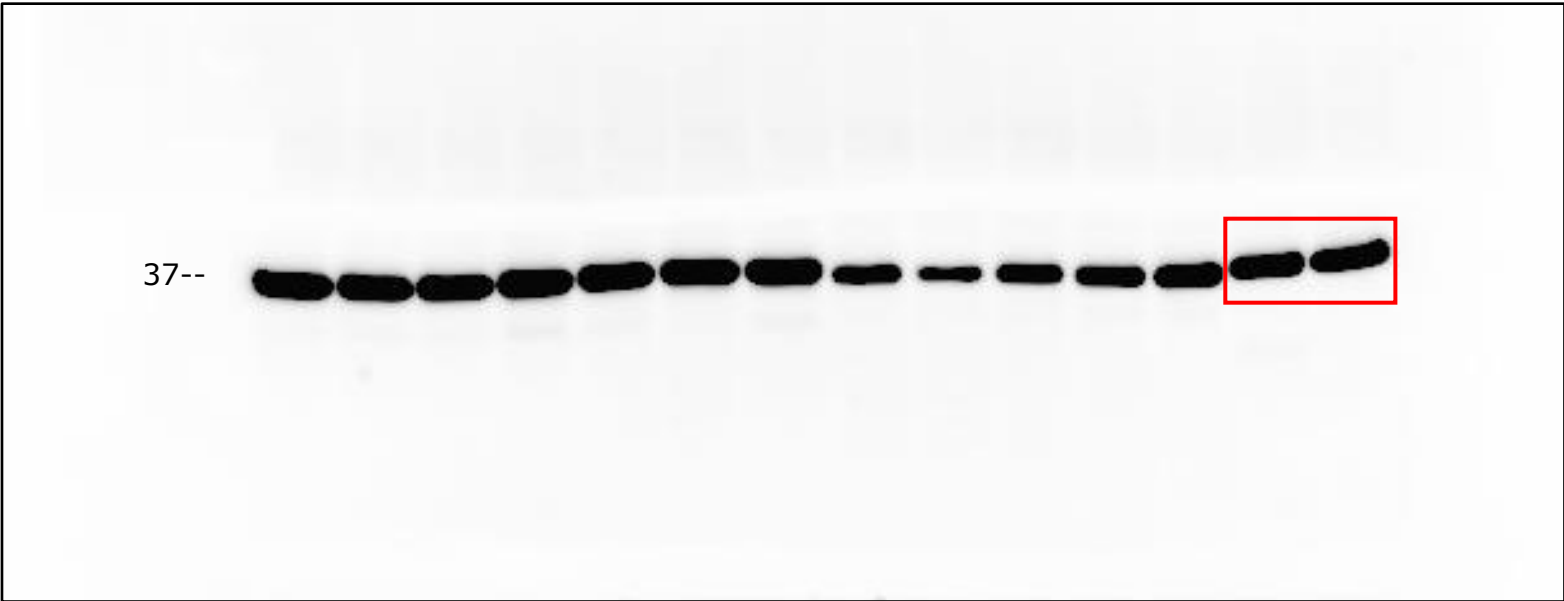

**Related to Figure 7C**

**HHFK (DAY 4)**

**Krox20\_Protein Tech**

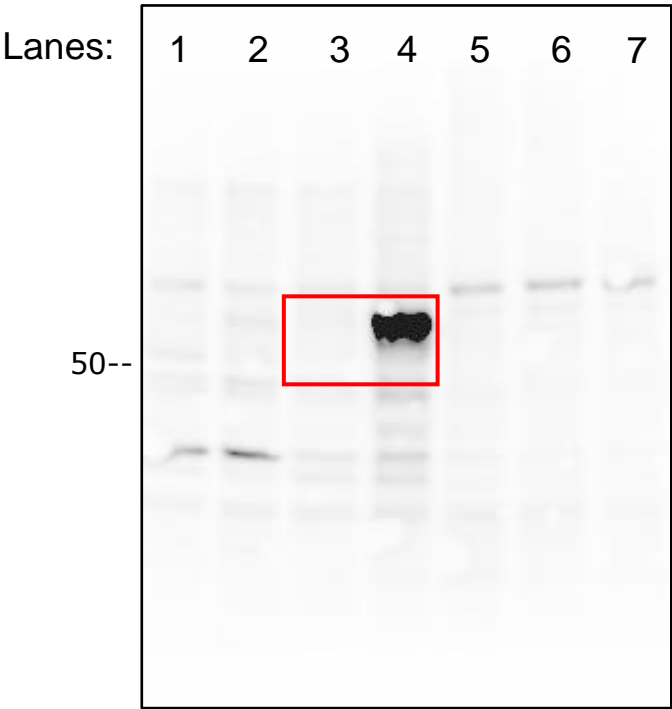

**GAPDH**

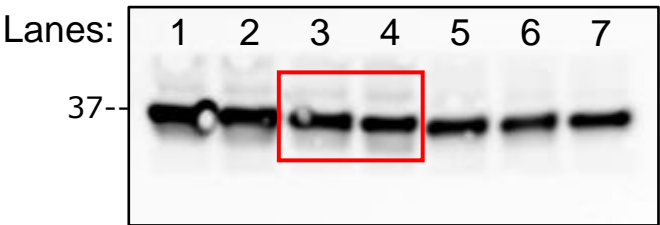

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

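The spatial transcriptomics of P38 dorsal skin was processed from the UMI counts that the authors deposited for 4 slices. The authors made these counts with Space Ranger 2.0.1 for 32286 features, and deposited the spots over tissue with their positions. The genome build of the spatial data is not stated in the paper's text. Of the features, 32235 have an identifier in GENCODE M21, and positions are given from that annotation of GRCm38. *CreERT* was not analysed here, so the *CreERT* comparisons that had been planned (its share of IFE-like spots, its fold change, its ratio to *Krox20* and its correlation with *Krox20*) gave no value. The scRNA-Seq, the imaging and the ablation experiments were not analysed here.

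Slices held between 19393026 and 26910422 UMIs. Spots with at least 250 genes were kept and no doublet caller was run, since a spot holds several cells. Counts were log-normalized in Seurat 5.3.0 under R 4.3.3, and 2000 variable genes, 30 principal components and 20 neighbours were used. Clusters took the name of the marker list with the highest mean log2 fold (pseudocount 5 CPM) where 4 of its markers had a log2 fold of at least 1 and at least 1 marker was among the top 20 genes. Among clusters led by muscle genes, the one with the strongest muscle signal alone kept the name. This naming rule was set after the clusters had been seen, whereas the lists were fixed before. Named genes are those the paper names for these data, the marker lists and an immediate-early list.

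Shares are shares of spots with at least 1 UMI. Means and SDs are over slices, which are technical replicates of the same 3 mice. Shares were also computed after each spot was thinned to 5500 UMIs, close below the 10th percentile of the UMIs per spot. Counts were summed per slice and region and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood), and the adjustment covered *Krox20*, *Nestin* and *Lrig1*. Sign-flip tests over 4 slices are exact, with a smallest two-sided p of 0.125. The edgeR step was tested on simulated data for the upper HF-like against IFE-like comparison. Of 200 genes changed by a log2 fold of 1, 90% were called among 11311 genes fitted, and 3.74% of calls were false. The simulated sums were independent, with a dispersion set to 0.02, and the adjustment covered all genes fitted. The rates describe that setting and not the reported test on sums of the same slices. Sums of the same slice come from the same sections, and their deviations from the region means correlated at 0.31, 0.20, 0.11 and 0.20 across 11271 genes, so the slice numbers pair the sums.

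Alternatives covered the resolution and number of clusters, SCTransform, RPCA integration, the genes used, regions without clusters, the spot filter, each slice left out, pooled spots, DESeq2 1.42.0, the low-gene filter, the replicate block, library size alone, thinning and strata. Connected pieces of tissue were also planned as units. Each of 3 slices formed a single piece, so pieces did not separate the sections. A split of each slice into 3 strips by position, and clusterings of thinned spots, of replicate 1 alone thinned to the depth of the others and without pseudogenes, were added after the data had been seen. The strips leave out 251 spots along a line between adjoining strips. Statistics used scipy 1.17.1.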

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

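The tests of *tdTomato*, of the strips and of the cluster found in replicate 1 were chosen after these patterns had been seen, and the clusterings at a resolution of 0.9 after the first ones had been seen. Of 41 groups of 4 slices examined for a slice far from the rest, 2 stood out, and chance gives about 1 in 20 groups.

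One cluster, named outer root sheath-like, took up 16.4% of the spots of replicate 1 and at most 0.400% in any other slice. The larger outer root sheath-like cluster was sparse in replicate 1, with 58 spots against 235 to 249 in the others. The median depth also set this slice apart, with 14627 UMIs per spot against 11662 to 11989 in the others. Over all 5 genes with a numbered pseudogene and enough UMIs in the muscle-like region, the share of UMIs given to the pseudogene was highest in replicate 1 (100% of pairs). *Rpl10-ps3* took 34.2% of the UMIs of its pair in replicate 1 and 6.00% to 14.2% in the others. For *Nutf2-ps1* the gap was small, at 98.7% against 95.7% to 98.5%. The split of UMIs within pairs therefore differed in this slice, for a cause that was not tested. Whether these pseudogene pairs made the cluster stays open. Clustering without such genes at the resolution of 0.9 nevertheless left a cluster with 94.0% of its spots in replicate 1, which argues against numbered pseudogenes as the whole cause; other near-identical genes stay open. A higher depth of replicate 1 is also argued against. With replicate 1 alone thinned to the median depth of the others, a cluster with 98.2% of its spots in replicate 1 remained. With every spot thinned to 5500 UMIs the highest share was 36.7% at a resolution of 0.9 and 35.6% at 0.65, but such thinning also lowers the depth of every slice. The spots that thinning leaves out are not the cause at 0.9, since the remaining spots unthinned gave 96.0%. At 0.65 the remaining spots unthinned gave 35.2%, so thinning changed little there. Whether the cluster forms depends on the resolution. All counts gave 31.1% at 0.6 and 97.5% at 0.65, so the 30.7% reached without pseudogenes at 0.6 decides nothing. What sets replicate 1 apart stays open. The slices hold the same mice, and no biological explanation was tested.

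The files list *tdTomato*, which the paper reports from imaging, with 103 UMIs over all spots. The level was 1.49 CPM in IFE-like, 1.72 in upper HF-like, 1.49 in outer root sheath-like, 0.622 in matrix and hair shaft-like and 1.58 in muscle-like spots. In the unnamed clusters it lay between 0 and 1.42. The upper HF-like and outer root sheath-like regions together had 1.01 times the muscle-like level (exact 95% interval 0.560 to 1.88, counting error alone), and 0.808 times (0.457 to 1.49) with the matrix and hair shaft-like region included. The intervals are too wide to tell free RNA or misassigned reads from low expression, and both stay open. Counts this low do not map the lineage label.

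*Xist* and 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*), which the paper does not discuss, split the strips of each slice. In the strip at one edge, *Xist* made up 86.2% to 93.2% of these UMIs in the 4 slices, and in the other strips 6.18% to 13.8%. This may mean that strips in the same position come from the same mouse. The other 2 strips differed less, with 6.18% to 7.90% in the middle one and 9.33% to 13.8% in the remaining one, and the order was the same in 4 of 4 slices. Whether this smaller difference belongs to the mouse or to the position on the slide was not tested. No biological explanation beyond the sex-linked genes themselves was tested.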

How the results depend on the processing

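The splits into strips and the clusterings of thinned spots and without pseudogenes were chosen after seeing the data; the other alternatives were set before the data were examined.

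The *Krox20* log2 fold change between the upper HF-like and IFE-like regions kept its direction and stayed past the threshold in all 20 alternatives, from 0.82 to 1.14, with adjusted p from 1.8e-15 to 5.1e-05 in edgeR or DESeq2. The replicate block gave 0.87 and changed no call. Leaving out one slice gave 0.82 to 0.96, and the 3 strips gave 0.85. Of the 35 splits of the 8 sums, 1 gave a *Krox20* change as large, the real one, and the largest other split gave 0.66. It was also the single one among the 8 splits that part the regions of every slice.

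The share of IFE-like spots with a *Krox20* UMI was 35.7%. It was 30.0% with 16 clusters, 29.5% with RPCA integration and 23.1% with thinned spots, the last with fewer UMIs by construction; for the others, the cause was not tested. Leaving out one slice gave 33.5% to 37.5%. The odds ratio of *Krox20* and *Lrig1*, 1.30, was 1.77 with cluster-free regions, 1.99 with no strata and 1.11 with thinned spots; the cause was not tested. Leaving out one slice gave 1.25 to 1.34. The odds ratio of *Krox20* and *Nestin* was 1.10 to 1.27 in the 18 alternatives. On the log2 scale, all of these lay within the SD of the main value, 0.20 ± 0.18.

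Among 100 further comparisons of single values with their alternatives, 84 were the same, 9 moved and 7 became weaker. The 7 were all of the *Nestin* difference between the upper HF-like and IFE-like regions, which had an adjusted p of 0.016 in edgeR and from 0.0031 to 0.71 across its alternatives, the highest with RPCA integration. The scaled average of *Krox20* in the IFE fell to 0.17 with RPCA integration and to 0.21 with 16 clusters. Depth limits *tdTomato*, with 103 UMIs in all. The planned *CreERT* results were not run, and a pooled fold change has no test.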

Other observations

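The immediate-early comparison and the thinned shares with muscle as background were planned, though how to read them was set after their values had been seen. The tests of the *Krox20* log2 ratio to muscle, the upper HF and Schwann cell lists, the strips and the neighbours were chosen after the results had been seen.

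Several explanations for *Krox20* UMIs in IFE-like spots were weighed. Free RNA spread over the whole slice would give like levels in muscle, but *Krox20* was higher in IFE-like than in muscle-like spots by a log2 ratio of 1.89 ± 0.28 (SD, n = 4 slices), in 4 of 4 slices. A smaller, unnamed cluster that also carried muscle markers held 39.7 ± 20.1 CPM (n = 3 slices, 30 UMIs). The comparison therefore covers the named muscle-like cluster alone. Depth is argued against by the thinned shares of IFE-like and named muscle-like spots, which differed by 16.4 percentage points. Upper HF cells within the same spot were tested with the upper HF list. Thinned IFE-like spots with a *Krox20* UMI (163) held more upper HF marker UMIs than those without (550), by a log2 ratio of 0.27 ± 0.072, in 4 of 4 slices. The median gene of this list stood at the 99.3rd percentile of 10000 random lists matched on expression. *Cst6* made up most of this sum, at 13574 CPM in spots with and 11173 in spots without a *Krox20* UMI, and *Scd1* did not move (log2 ratio 0.0013). *Krt79*, *Gata6* and *Defb6* of the list are also higher in IFE-like than in upper HF-like spots, and the list covers the sebaceous gland too, so this test does not decide whether upper HF cells are the source. Within upper HF-like spots, those with a *Krox20* UMI (313, against 525 without) had a higher sum of this list, by 0.19 ± 0.074, but a lower median gene, at -0.36 and below all random lists. There *Cst6* and *Gata6* were higher (log2 ratios 0.31 and 0.45), and *Scd1* and *Cidea* lower (-0.66 and -0.72). In IFE-like spots, *Krox20* stood at 54.0% of its upper HF-like level, and the 10 listed markers between 54.9% (*Cidea*) and 234% (*Defb6*). Carry-over of upper HF RNA at such a share is therefore not excluded. Which cells of an IFE-like spot hold *Krox20* stays open.

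*Krox20* (*Egr2*) belongs to the immediate-early genes, so handling of the tissue could raise it. IFE-like spots with and without a *Krox20* UMI differed in the immediate-early sum by 0.021 ± 0.11 (log2), higher in 2 of 4 slices, which decides nothing. In upper HF-like spots the difference was 0.14 ± 0.16, higher in 3 of 4 slices, with the median gene at the 99.7th percentile of matched random lists. A list of 10 Schwann cell genes, of which 7 were abundant enough, was higher in IFE-like spots with a *Krox20* UMI by 0.29 ± 0.19 in 4 of 4 slices. *Pmp22*, the most abundant, was at 131 CPM with and 126 without a *Krox20* UMI. The median gene of the list stood at the 63.0th percentile of matched random lists, and in upper HF-like spots the sum was lower with a *Krox20* UMI in 4 of 4 slices (log2 ratio -0.095 ± 0.14), so Schwann cells cannot be told apart from chance by this test.

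By strip, 43.6% of 195, 39.6% of 187 and 31.0% of 261 IFE-like spots held a *Krox20* UMI. These are a part of the 852 IFE-like spots, since spots along the line between the strips with 43.6% and 39.6% were left out. The shares of the strips are therefore not compared. The upper HF-like level exceeded the IFE-like level in each of the 3 strips, by log2 ratios of 0.63, 0.77 and 1.13. *Krox20* in IFE-like spots next to an upper HF-like spot was higher than in the others in 3 of 4 slices (log2 ratio 0.44 ± 0.71). Few *Krox20* UMIs stand behind the spots without such a neighbour, between 7 and 22 per slice. Leaving out one slice gave ratios from 0.21 ± 0.66 without replicate 2 to 0.76 ± 0.34 without replicate 3, so this comparison decides nothing. IFE-like spots without such a neighbour still held 38.7 ± 13.5 CPM and lay above muscle-like spots in 4 of 4 slices, by a log2 ratio of 1.505 ± 0.69. With the named muscle-like cluster as background, this argues against directly adjacent upper HF-like spots as the whole source. The unnamed cluster with muscle markers was at 39.7 ± 20.1 CPM, so another background could change this. A part from adjacent spots, or from farther away, stays open.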
